# A sexually dimorphic pre-stressed translational signature in CA3 pyramidal neurons of BDNF Val66Met mice

**DOI:** 10.1038/s41467-017-01014-4

**Published:** 2017-10-09

**Authors:** Jordan Marrocco, Gordon H. Petty, Mariel B. Ríos, Jason D. Gray, Joshua F. Kogan, Elizabeth M. Waters, Eric F. Schmidt, Francis S. Lee, Bruce S. McEwen

## Abstract

Males and females use distinct brain circuits to cope with similar challenges. Using RNA sequencing of ribosome-bound mRNA from hippocampal CA3 neurons, we found remarkable sex differences and discovered that female mice displayed greater gene expression activation after acute stress than males. Stress-sensitive BDNF Val66Met mice of both sexes show a pre-stressed translational phenotype in which the same genes that are activated without applied stress are also induced in wild-type mice by an acute stressor. Behaviourally, only heterozygous BDNF Val66Met females exhibit spatial memory impairment, regardless of acute stress. Interestingly, this effect is not observed in ovariectomized heterozygous BDNF Val66Met females, suggesting that circulating ovarian hormones induce cognitive impairment in Met carriers. Cognitive deficits are not observed in males of either genotype. Thus, in a brain region not normally associated with sex differences, this work sheds light on ways that genes, environment and sex interact to affect the transcriptome’s response to a stressor.

## Abstract (web summary)

Animals’ response to acute stress is known to be influenced by sex and genetics. Here the authors performed RNA-seq on actively translated mRNAs in hippocampal CA3 neurons in mice, and document the effects of sex and genotype (i.e., BDNF Val66Met) on acute stress-induced gene expression.

## Introduction

Sex differences in the brain are not limited to the control of reproduction, but involve a variety of physiological, neuroanatomical and behavioural functions that develop through hormonal and genetic factors, including the role of mitochondria from the mother^1^. Because females are generally underrepresented in basic and preclinical studies^2^, the scientific community has advocated that sex-based differences should be incorporated as a biological variable in neuroscience research^3–5^. This is particularly relevant to the study of brain and behaviour, as males and females use distinct brain circuits to cope with similar challenges^6–8^. The effects of environmental stress may induce an increased likelihood of developing psychiatric disorders that differ in frequency between males and females^5, 9^.

The hippocampus, a brain region that regulates memory and emotions, is a crucial target of stress and allostatic load, the cumulative burden of experiences and health behaviours^10, 11^, both because of its neuroanatomical connections and because of its expression of glucocorticoid and mineralocorticoid receptors^1, 12–14^. While not widely regarded as a target of sex hormone actions, the hippocampus expresses oestrogen, androgen and oestrogen-inducible progestin receptors, and responds to stressors in ways that differ between males and females^1, 15, 16^. The CA3 is a region of the hippocampus that has a crucial role in the stress response as it exerts a negative feedback in the regulation of the hypothalamic-pituitary-adrenal (HPA) axis^17^. The CA3 region is also a nexus of information processing of spatial and episodic memory^18^ and a site of dynamic stress-induced structural plasticity^1, 19^. To give a snapshot of how a specific neuron type within a stress-responsive and vulnerable brain region responds, we have focused on the effects of an acute stress challenge in neurons of this region.

Recently, the discovery of a common human single nucleotide polymorphism (SNP) in the brain-derived neurotrophic factor (*BDNF*) gene, which results in an amino acid change from a valine to a methionine at position 66 (Val66Met), has been implicated as a modifier of neuropsychiatric disorders^20, 21^. Heterozygous carriers of the variant *BDNF* SNP have a frequency between 4% and 40%, depending on ethnicity^22–24^. A knock-in mouse with the variant *BDNF* Met allele recapitulates many of the phenotypic hallmarks of BDNF_Met_ carriers with regards to both brain anatomy, as well as behaviour. Neurons expressing the BDNF Met allele show reduced activity-dependent BDNF secretion when compared with neurons expressing BDNF Val allele^21, 25^. Mice carrying the Met allele display exacerbated stress response, cognitive impairment and greater anxious-depressive behaviours^26^, which in BDNF^Met/Met^ females critically interact with the oestrus cycle^27, 28^. This suggests that the BDNF Met allele interacts with gonadal hormones to control brain function and that biological sex impacts the stress response in the hippocampus.

Recently, the translational profiles of BDNF^+/+^ and BDNF^Met/+^ male mice subjected to chronic stress revealed highly distinct molecular changes within CA3 pyramidal neurons by genotype^29^. This study used a transgenic mouse line to isolate in vivo translating messenger RNA (mRNA) from a genetically homogenous population of CA3 pyramidal neurons. Of note, BDNF is enriched in the mossy fibre pathway that projects to CA3 neurons^30^, which themselves also display sex differences in dendritic remodelling in response to stress^31^. Remarkably, remodelling of CA3 pyramidal neurons is also observed after chronic glucocorticoid treatment, indicating that activation of the HPA axis is involved in causing retraction of CA3 neurons^32^.

Using RNA sequencing (RNA-seq) data from a single neuronal cell-type, pyramidal CA3 neurons, we explored sex, as well as *BDNF* genotypic differences on transcriptional regulation in response to acute stress. We report not only that the BDNF Val66Met variant confers differential sensitivity to acute stress that differs between males and females, but also that the sex and genotype differences are much larger than expected in the CA3 neurons.

## Results

### Sex-dimorphic gene expression in response to acute stress

To assess the sex-specific effects of acute stress on the translational profile of CA3 pyramidal neurons of the hippocampus, we used the translating ribosome affinity purification (TRAP) method to isolate cell type-specific translating mRNAs^33^. BAC transgenic mice expressing EGFP-tagged ribosome protein L10a (EGFPL10a) specifically in CA3 pyramidal cells were used. 

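The libraries hold mRNA bound to the tagged ribosomes of CA3 pyramidal neurons, the cells that express *Gprin3*, whose promoter drives the tag. For each group, RNA of 5 to 6 mice was pooled into 1 library, so no group has a replicate library. Of the 10 libraries, 8 came from unstressed and stressed BDNF+/+ and BDNF Met/+ males and proestrus females. The other 2 came from unstressed and stressed BDNF+/+ females in metoestrus/dioestrus. The sample labels call the high-oestradiol females estrus and the paper calls them proestrus, the name used here. Stressed mice swam for 6 min and were killed after 40 min of recovery. Reads were single-end and 100 bp long. The depth is given as 35 M reads per library in the paper and as 25 to 35 M in the labels. The values used here rest on the reads assigned to genes. These were 21021163 in unstressed and 24859541 in stressed BDNF+/+ proestrus females, and 20546587 and 24121361 in the BDNF Met/+ proestrus females. They were 21596940 and 24720770 in unstressed and stressed BDNF+/+ males, and 24165768 and 24854245 in the BDNF Met/+ males. The unstressed and stressed metoestrus/dioestrus libraries held 13022648 and 16653262. The sex labels were checked with *Xist*, transcribed from the inactive X chromosome, which had 340 to 668 reads in the female libraries and 1 to 8 in the male ones. *Ddx3y*, on the Y chromosome, had 1042 to 1377 reads in male libraries and 0 to 2 in female ones. The authors trimmed 10 bp from the 5′ end of the reads, removed low-quality reads, aligned the rest to mm10 with TopHat2 and quantified genes in Strand NGS with DESeq. The deposited values are counts per gene, with reads that fit several features shared out as fractions and with no normalization. From these, counts were scaled by median-of-ratios size factors, and a gene was tested if its mean count over the libraries of its table reached 10. A gene was called altered if its fold change exceeded 1.5 on scaled counts plus 1 and its Benjamini-Hochberg adjusted p from an exact binomial test on the reads was under 0.001. That test compares a pair of libraries, not the conditions, and the 95% exact (Clopper-Pearson) intervals on folds cover counting error only. A set of 43 gene lists was fixed before the data were examined. Each list's median log2 fold change is given with its percentile among 10000 random lists matched on size and mean expression, as a description of these libraries. As a sign of RNA quality, the log2 ratio of reads from the 5′ part to reads from the 3′ part was taken over 2376 genes with a single transcript. Its median was −2.35 in unstressed and −1.19 in stressed BDNF+/+ proestrus females, −0.96 and −0.80 in the BDNF Met/+ females, and −3.00 and −1.09 in metoestrus/dioestrus. In males it was −1.15 in unstressed and −2.15 in stressed BDNF+/+ mice, and −1.94 and −0.76 in BDNF Met/+ mice.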

EGFP-tagged polysomes were immunoprecipitated (IP) from hippocampal homogenates and bound mRNA was isolated and analysed by high throughput RNA sequencing. The TRAP immunoprecipitation and the poly A library prep are two independent steps designed to obtain a homogeneous transcriptome from CA3 neurons, and eliminate rRNA and any small RNAs. This substantially decreases the diversity of the transcriptome and thereby improves power at equivalent sequencing depths^33^.

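More immediate early genes were higher than lower 40 min after the swim in BDNF+/+ mice of either sex. *Fos* encodes a subunit of the AP-1 transcription factor and lies on chromosome 12 of mm10 from 85473901 to 85477270. Its normalized count was 208 in the unstressed and 1053 in the stressed proestrus female library, a 5.05-fold difference (95% counting interval 4.37 to 5.88). In males the count was 232 without stress and 945 with it, 4.07-fold (3.53 to 4.71). *Arc*, which encodes a protein of dendrites and synapses that is made after neuronal activity, lies on chromosome 15 from 74669083 to 74672570. Its normalized count went from 3023 to 7058 in females, 2.33-fold (2.24 to 2.43), and from 2130 to 4541 in males, 2.13-fold (2.03 to 2.24). Of 42 immediate early genes tested, 18 were higher, 4 lower and 20 not altered in females, with a median log2 fold change of 0.63 (percentile 99.99). In males 17 were higher, 3 lower and 22 not altered, with a median of 0.35 (percentile 100). *Nr4a1*, which encodes an orphan nuclear receptor, was 2.55-fold higher in females and 1.54-fold higher in males. *Junb* was 1.61-fold higher in females and 1.58-fold higher in males, and *Egr1* was 2.46-fold higher in males and stood at 1.27-fold in females, short of the threshold. With scaling by total counts the call of *Junb* in females was lost (log2 0.42).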

We found that acute stress protocol activated two immediate-early genes, *Fos* and *Arc*, in both males and females (Fig. 1a). Yet there was a considerable sex dimorphism in the expression of other genes, as RNA-sequencing in proestrus females, when circulating oestradiol levels are higher, revealed 6472 genes altered by acute stress in CA3 neurons compared with unstressed controls. In contrast, males exhibited a markedly lower number of genes (2474) affected by acute stress in CA3. 

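After stress, the proestrus female library held more mRNA of many adhesion molecules, channels and receptors and less of many ribosomal proteins and markers of glia and blood. *Tenm1*, which encodes a teneurin of synaptic contacts, was 22.2-fold higher (interval 12.0 to 51.6), and *Glg1*, which encodes a Golgi glycoprotein, was 14.8-fold higher (11.5 to 19.0). The nuclear receptor gene *Nr4a3* was 14.1-fold higher and *Irs2*, an adaptor of the insulin receptor, 12.8-fold. *Dync1h1*, the heavy chain of the dynein motor, was 11.5-fold higher (11.1 to 11.8). Among the largest decreases, *2900052N01Rik* had a log2 fold change of −5.29, and *Hba-a1*, a haemoglobin gene that may share reads with its copy *Hba-a2*, stood at 0.0429 of the unstressed level. Of 14703 genes tested, 6287 were altered (42.8%), with 3372 higher and 2915 lower. At an assumed biological coefficient of variation (BCV) of 0.2 the count was 959 and at 0.4 it was 3, and with a fold threshold of 2 it was 3616. Scaling by total counts put the median of all genes at −0.24 on the log2 scale and gave 6553 altered genes, of which 33.9% were higher in place of 53.6%. Of 10 markers of CA3 pyramidal neurons, 10 were higher, among them *Cpne4* at 1.75-fold and *Bok* at 2.25-fold. Microglial markers were lower in 11 of 15 (*Cx3cr1* 0.350, *C1qa* 0.445) and astrocyte markers in 12 of 17 (*Glul* 0.522), and 5 of 5 red blood cell genes were lower. The 5′ to 3′ ratio was higher by 1.05 log2 after stress (interval 1.01 to 1.09). After correction for a trend with mRNA length 6056 genes were altered. In 2311 genes with a single transcript and enough reads in the last exon, 863 were altered on the reads of that exon and 980 on the reads of all exons.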

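In males, many ribosomal protein, astrocyte and microglial mRNAs were higher after stress, and many mRNAs of adhesion molecules, channels and receptors were lower. *Egr2*, an immediate early transcription factor, was 4.58-fold higher and *Mt2*, a metallothionein, 3.44-fold higher. *Kif5a*, a kinesin heavy chain of axonal transport, was 2.26-fold higher (2.21 to 2.31). The amino acid transporter gene *Slc36a4* had a log2 fold change of −3.57 and *Glg1* of −2.98. *B3gnt1* had no reads in the stressed library against a normalized count of 518 in the unstressed one. It shares its strand and position with *Brms1*, so its counting is uncertain. In all, 2364 genes were altered (16.1% of those tested), 953 higher and 1411 lower. The count was 40 and 4 at an assumed BCV of 0.2 and 0.4, and 870 with a fold threshold of 2. Of 83 cytosolic ribosomal protein genes 42 were higher, 1 was lower and 40 were not altered, as in *Rpl4* at 1.71-fold (1.66 to 1.76). Of 54 adhesion and axon guidance genes 33 were lower and 21 not altered, as in *Ptprs*, a receptor phosphatase, at 0.493 and *Cntn1*, contactin, at 0.402. Of the CA3 markers 4 of 10 were lower, among them *Gprin3* at 0.328. Microglial markers were higher in 12 of 15 (*C1qa* 2.19-fold), astrocyte markers in 8 of 17 (*Aldoc* 1.94-fold) and red blood cell genes in 4 of 5. Between these libraries the 5′ to 3′ ratio differed by −0.88 log2 (−0.92 to −0.86). With the length correction 2166 genes were altered, and 368 of the 2311 genes passed on the last exon alone against 413 on all exons.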

A comparison of genes altered by acute stress in both males and females found that 1842 genes were affected by stress in both sexes. However, separating the stress-regulated genes in females and males, based on the direction of their fold change, revealed that the number of stress-regulated genes that are common to both sexes dramatically decreased to only 21 genes in the up-regulated list and 44 genes in the down-regulated list (Fig. 1b, Supplementary Fig. 1). 

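Few genes moved the same way after stress in both BDNF+/+ libraries, and immediate early genes stood out among those that were higher. Of 1782 genes altered in females and in males, 27 were higher and 29 lower in both. Scaling by total counts gave 16 and 69, a fold threshold of 2 gave 12 and 2, and an assumed BCV of 0.2 gave 0 and 0. Among the higher ones, *Maff*, a small Maf transcription factor, was 3.29-fold higher in females and 3.78-fold in males, and *Sik1*, a salt-inducible kinase, was 2.29-fold and 2.24-fold higher. *Fosb* was 2.52-fold and 3.72-fold higher. Of the lower genes, *Klf6*, a transcription factor, stood at 0.495 in females and 0.611 in males, and *Nr2c2*, a nuclear receptor, at 0.565 and 0.321. Independent lists of these sizes would share 219 higher and 280 lower genes, and 1011 genes in any direction. *Maff*, *Sik1* and *Nr2c2* were chosen after their values were seen.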

Overlapping genes included the immediate early genes, *Arc* and *Fos*, as well as several genes previously implicated in the acute stress response (Supplementary Fig. 1).

**Fig. 1:**
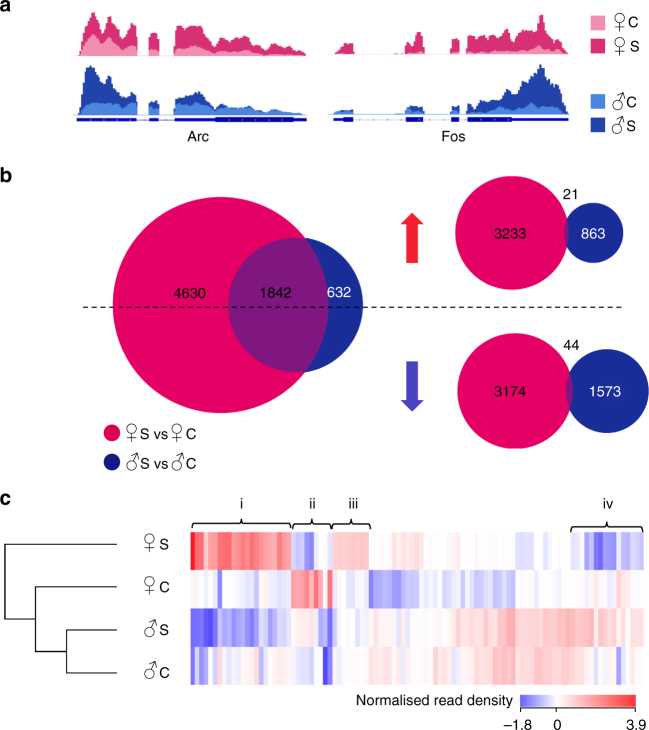
Acute stress affects CA3 neurons in a sex-dependent manner and alters a greater number of genes in females than in males. **a** Histogram of mapped reads showing expression of *Arc* and *Fos*, as genes representative of the immediate early gene transcription (IEG) cascade. Blue line represents the introns (thin) and exons (thick). Shaded areas indicate the number of normalized reads for female controls (light pink), stressed female (dark pink), male controls (light blue), and stressed male (dark blue). As expected, acute stress increases IEG expression in both males and females. **b** (Left) Venn diagram depicting the number of genes altered by acute stress in females (pink circle), males (blue circle), and in both sexes (purple overlap) (Z-score < 0.001; absolute fold change > 1.5). (Right) Venn diagrams are broken into up-regulated (red arrow) and down-regulated (blue arrow) genes. **c** Heat map representing the normalized read density of the 100 genes with the highest variance across all groups. Genes were clustered based on similar expression profile: (i) Genes up-regulated by stress in females and down-regulated by stress in males; (ii) Genes down-regulated by stress in females and unaffected by stress in males; (iii) Genes up-regulated by stress in females and unaltered by stress in males; (iv) Genes down-regulated by stress in females and up-regulated by stress in males. C control, S stressed

This indicates that the vast majority of overlapping genes are up-regulated by stress in males and down-regulated in females, or vice-versa. Indeed, we found 649 genes that were up-regulated by stress in males and down-regulated in stressed females, and a further 1139 genes that were up-regulated by stress in females and down-regulated in stressed males. 

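Most of the genes that stress altered in both sexes of BDNF+/+ mice had opposite calls in females and males. *Psap*, the precursor of the lysosomal saposins, was 3.83-fold higher in stressed females (3.75 to 3.91) and stood at 0.465 in stressed males. *Spnb3*, a neuronal spectrin, was 5.18-fold higher in females and stood at 0.395 in males. *Rpl8* went the other way, at 1.58-fold in males, and its decrease in females did not pass with TMM scaling (log2 −0.58). In all, 1052 genes were higher in females and lower in males and 674 lower in females and higher in males, 1726 of the 1782 shared genes (96.9%). An assumed BCV of 0.2 and 0.4 left 31 and 1 shared genes, and a fold threshold of 2 left 622. Independent lists would give 324 and 189. Pearson's r between the fold changes of females and males was −0.580 and Spearman's rho −0.575, across 14703 genes that are not independent replicates. The difference between the sexes was tested with edgeR's quasi-likelihood test over the 6 BDNF+/+ libraries, in which the male pair is assumed to vary like the female pairs. The fit had 1 residual degree of freedom, from the difference between the female pairs, so its p-values hold no spread between male libraries. It called 7435 of 14749 genes at a Benjamini-Hochberg adjusted p under 0.05, 4033 with the higher stress effect in females and 3402 with the higher effect in males, and DESeq2 called 4786, with 2878 and 1908 in these directions. Among the smallest p, *Rapgef5*, an exchange factor of Rap GTPases, differed by 6.62 on the log2 scale and the plasma membrane calcium pump gene *Atp2b3* by 6.48. *Hba-a1* differed by −6.54. Over all 5 pairs of both genotypes the same test called 0 genes, with 313 at an unadjusted p under 0.05. The astrocyte, microglial and endothelial marker medians were −0.78, −1.45 and 0.22 log2 in females, and 0.53, 0.99 and 0.62 in males. With the length correction 1546 of 1605 shared genes were opposite, and on the last exon alone 265 of 276. From the small number of genes shared in one direction, the paper reasons that most overlapping genes respond in opposite directions in males and females. It then counts the genes of each opposite pattern directly.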

A gene ontology analysis revealed that those genes were implicated in synaptic function, transcription regulation, glycosylation and ion channel (Table 1). 

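Adhesion, synaptic and channel genes of Table 1 were higher in stressed females and lower in stressed males. *L1cam*, a neural cell adhesion molecule, was 4.31-fold higher in females and stood at 0.566 in males. *Grin3a* was 11.3-fold higher in females (5.10 to 32.9) and stood at 0.0986 in males (0.0307 to 0.249). Of 72 genes printed as higher in females and lower in males, 64 were matched and tested, and 61 passed in the stated direction in both sexes. The other 3 were *Oprl1*, *Lamp2* and *Fgfr1*, each of which moved in the stated direction in both sexes without passing in both. Of 22 genes printed as lower in females and higher in males, 18 were tested and 17 passed in both. Here *Sox11*, a transcription factor of immature neurons, stood at 0.239 in females and was 1.99-fold higher in males. *Brca1* did not pass in both. Not matched by symbol were 8 and 4 of the printed genes. The study chose these genes on these samples, so the counts are not independent evidence of their direction. Of 50 genes of N-glycosylation and protein folding in the endoplasmic reticulum, fixed as a list of their own, 32 were higher and 4 lower in females. In males 20 were lower and 1 higher, as in the chaperone gene *Canx* at 2.36-fold in females and 0.444 in males.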

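Among the 4 BDNF+/+ libraries the unstressed and stressed males resembled each other most. On the 100 most variable genes, with 1 minus Pearson's r as the distance, they joined at 0.347 and the unstressed and stressed proestrus females at 0.546. Both pairs joined at 0.633. With Euclidean distance, and with the Pearson distance over all genes tested, the unstressed females joined the males first and the stressed females joined last, at 38.0 and 0.0801. Single genes show the same spread between the female libraries. *Spna2*, which encodes a spectrin of the membrane skeleton, was 9.20-fold higher in stressed females (9.03 to 9.38) and had a log2 fold change of −1.03 in males. *Cacna1e*, a calcium channel subunit, was 9.26-fold higher in stressed females and stood at 0.259 in stressed males. Each branch rests on 1 library per group.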

The heat map cladogram of the 100 most differentially regulated genes among all groups highlighted a greater stress-induced transcriptional change in females than in males, with stressed females clustering furthest from control females, stressed males, and control males (Fig. 1c).

**Table 1:** Genes differentially regulated by stress in female mice versus males

GO term	Enrichment score	Total genes	Select genes
*Upregulated in females and downregulated in males*			
Cytoplasmic membrane	67.72	649	*L1cam, Grin3a, Grin2a, Scn1a, Kcnj3, Kcnj4, Kcnj6, Mmp17, Npy2r, Oprl1, Htr2a, Cx3cl1, Astn2, Grin2, Shank2, Lamp2, Gabbr1, Gabbr2, Creb3, Rapgef2, Fgfr1, Gabra1*
Glycosylation/glycoprotein	36.98	564	*L1cam, Syp, App, Grin2a, Oprl1, Syt11, Syt12, Slc7a1, Gabbr1, Gabbr2, Slc1a4, Lc1a6, Dag1, Icam5, Grm1, Neto1, Sort1, Grin1, Lamp1, Lamp2, Cacna1a, Cacna1b, Gabbra1, Astn1, Slit1, Slit2*
Endoplasmic reticulum	15.68	125	*Sort1, Nr3c2*
Ion channel/ion transport	10.99	78	*Grin3a, Grin1, Grm7, Grin2a, Kcnq, Kcnq3, Kcnq5, Kcng1, Cacna1a, Cacna1b, Cacna1c, Cacna1e*
Lysosome	9.74	48	*Lamp1, Lamp2, Sort1, Clcn7*
Cell–cell adhesion	8.65	82	*L1cam, Celsr3, Amigo2, Nell1, Nell2, Cntn1, Cntn2, Cntn3, Astn1, Nlgn1, Nlgn3*
Synaptic vesicle	8.41	106	*Gabbr1, L1cam, Gabbr2, Grin3a, Rims1, Grin1, Grin2a, Shank2, Grm1, Gria2, Grm7, Sort1, Nlgn1, Shank2, Grin2a, Sema4f*
Synapse	8.00	85	*Syt1, Gabbr1, Gabbr2, Grin3a, Nrcam, Svt2a, Grin2a, Grm1, Grm7, Grin1, Nlgm1, Nlgm3, Shank2, Hdac4, Gria2, Syt1, L1cam, Rims1, Rims3, Rims4, Gabbrg2*
*Downregulated in females and upregulated in males*			
Ribosome	15.9	116	*Mobp, Brca1, Alf1, Tgfb1|1, Adora2a, Setd8*
Transcription regulation	3.86	150	*Sox11, Pou3f2, Brca1, Tgf B1, Bcl2, Tnfsf12, Fgf1, Igf1, Adora2a, Tgfb1|1, Stk11, Nr2e1*
Telencephalon development	3.43	17	*Cx3cr1, Pou3f2, Nr2e1, Foxp2, Fabp7*
Cytoskeleton	3.14	22	*Tppp3, Prca1, Bcl2, Shc1, Gadd45a*

Genes that are up-regulated by stress in females and down-regulated in males, and vice-versa, were obtained by performing a fold-change analysis using Strand NGS. Columns represent (i) Gene ontology term, (ii) enrichment score and (iii) total number of genes obtained from DAVID annotation clustering; (iv) genes selected based on their known role in neuronal function. Several of the most enriched GO terms were selected based on their implication in neuronal and epigenetic function

This analysis was also performed on ribosome-bound transcripts isolated from CA3 pyramidal neurons of females in metoestrus/dioestrus, when circulating oestradiol levels are lower. Comparing the effects of stress in high vs. low oestradiol females, sex differences largely surpassed differences between oestrus cycle stages. 

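Most genes altered by stress in proestrus females were also altered in metoestrus/dioestrus females. *Tenm1* had a log2 fold change of 6.74 in metoestrus/dioestrus, *Glg1* of 5.51 and *Nr4a3* of 5.69, all among the largest increases in proestrus as well. *Grin2a*, an NMDA receptor subunit, was 8.50-fold higher. Of 83 cytosolic ribosomal protein genes 80 were lower and 3 not altered, with a median log2 of −1.71, and of 54 adhesion and axon guidance genes 40 were higher, 1 lower and 13 not altered. The metoestrus/dioestrus pair had 7109 altered genes (48.2%), 3823 higher and 3286 lower, against 1657 and 10 at an assumed BCV of 0.2 and 0.4 and 4549 with a fold threshold of 2. Scaling by total counts put the median of all genes at −0.25 there and made 37.3% of 7239 altered genes higher in place of 53.8%. Both female pairs shared 5332 genes, 84.2% of the proestrus list and 75.0% of the metoestrus/dioestrus list, with 2920 higher, 2399 lower and 13 opposite (1872 higher and 3617 lower with scaling by total counts), where independent lists would share 3054, and 806 and 1 were shared at a BCV of 0.2 and 0.4 and 3009 with a fold threshold of 2. Across genes the fold changes of both pairs had a Pearson's r of 0.878, and genes are not independent replicates. Of the shared genes 1651 were altered in males too, and 1598 genes were altered in metoestrus/dioestrus females alone and 404 in males alone. Microglial markers were lower in 11 of 16, astrocyte markers in 11 of 17 and red blood cell genes in 4 of 5 in the metoestrus/dioestrus pair. There the 5′ to 3′ ratio was higher by 1.74 log2 after stress (1.67 to 1.80).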

High and low oestradiol females displayed 4676 genes that were commonly altered by acute stress, comprising 86.8% of genes altered in high-oestradiol females and 75.3% of genes altered in low oestradiol females (Supplementary Fig. 2A). A heat map of the 100 most differentially regulated genes confirmed that females displayed the same expression profile in response to acute stress regardless of the oestrus cycle stage (Supplementary Fig. 2B). Thus, we focused our analysis on females in proestrus.

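Stressed females of both cycle stages formed one branch and unstressed females of both stages another. On the 100 most variable genes of the 6 BDNF+/+ libraries, the stressed females joined at 0.121, the unstressed females at 0.220 and the males at 0.313. The male pair then joined the stressed females at 0.592, and over all genes it joined the unstressed females instead. With both female pairs in edgeR's quasi-likelihood test, 8939 of 14694 genes passed, 4528 higher and 4411 lower after stress. *Fam171b*, a membrane protein, rose by 3.81 on the log2 scale (standard error 0.20, adjusted p = 4.32e-22) and *Dync1h1* by 3.74 (0.19, adjusted p = 5.48e-22). *Cdr1* fell by 4.27 (0.20, adjusted p = 1.91e-23) and *Rorb*, a nuclear receptor, fell by 3.49 (0.18, adjusted p = 8.60e-22). The test rests on a pair of libraries per arm and had 1 residual degree of freedom. The unstressed females of both stages had the lowest 5′ to 3′ ratios of the 10 libraries, −2.35 and −3.00 log2, against −1.19 and −1.09 with stress. A difference in RNA integrity shared by both pairs cannot be told apart here from an effect of stress. The cycle stages themselves differed by 785 genes without stress and 84 with stress in the comparison of reads, by 186 and 43 with a fold threshold of 2, by 17 and 17 at an assumed BCV of 0.2 and by 4 and 3 at 0.4.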

A gene set enrichment analysis (GSEA) was used to cluster stress-related genes, i.e., genes induced by stress, based on their biological function. The normalized read density of each gene was used to compute an enrichment score for each cluster. The top 10% of the most enriched pathways were then organized in a network using the Cytoscape® software (see Methods section). This placed clusters with several shared genes together, allowing for visualisation of the overall regulation of biological functions in the CA3 neurons of stressed male and female mice. There were fewer stress-enriched gene sets in males than in females. Stress-biased genes in males largely belonged to transcriptional regulation and synaptic function. Using Database for Annotation, Visualization and Integrated Discovery (DAVID) functional annotation cluster tool, we clustered genes based on gene ontology. In females stress-biased genes belonged to a wider array of biological functions, such as neurogenesis, cytoskeleton, excitatory neurotransmission, morphogenesis, and intracellular trafficking, in addition to those found in males (Fig. 2a, b). 

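In stressed proestrus females, many genes of the neuronal membrane were higher. Of 54 adhesion and axon guidance genes 46 were higher, 1 lower and 7 not altered (median log2 1.23), as in *Epha4*, an ephrin receptor, at 3.08-fold (2.96 to 3.21) and *Icam5* at 4.42-fold. Of 24 glutamate receptor genes 16 were higher and 8 not altered (median 0.79, percentile 99.99), as in *Gria2* at 2.42-fold (2.35 to 2.50) and *Grin1* at 3.79-fold (3.65 to 3.95). Voltage-gated calcium channels were higher in 10 of 18 and lower in 1 (median 0.98), as in *Cacna1a* at 3.53-fold, and potassium and sodium channels in 26 of 36 (median 0.83), as in *Scn8a* at 2.97-fold. Presynaptic release genes were higher in 22 of 34 with 12 not altered (median 0.87), as in *Nsf* at 1.88-fold and *Syp* at 3.08-fold, and postsynaptic scaffolds in 13 of 26 with 3 lower (median 0.63). Lysosomal genes were higher in 29 of 42 and lower in 3 (median 1.16), as in the cathepsin gene *Ctsb* at 3.09-fold. Genes of tubulin and actin were higher in 21 of 41 and lower in 5 (median 0.60), with *Tubb2a* at 1.94-fold, which may share reads with *Tubb2b*. GABA receptors went both ways, 5 higher, 2 lower and 7 not altered, with a median of 0.06 that was −0.21 under scaling by total counts. *Gabbr1* was 2.37-fold and *Gabbr2* 6.34-fold higher. Chromatin regulators were higher in 15 of 38 and lower in 7 (median 0.43), as in *Smarca4* at 2.04-fold. Beside these groups, oligodendrocyte markers were lower in 10 of 18 and higher in 3 (median −0.79).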

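Most ribosomal protein genes were lower in stressed BDNF+/+ females, and many were higher in stressed BDNF+/+ males. Of 83 cytosolic ribosomal protein genes 73 were lower and none higher in females (median log2 −0.90, percentile 0), as in *Rps3* at 0.563 (0.544 to 0.583) and *Rplp1* at 0.431 (0.414 to 0.449). In males their median was 0.59 (percentile 100), with *Rps15* 1.56-fold higher. Ribosomal protein genes have many pseudogenes, so their counts are uncertain. Splicing factors were lower in 12 of 45 and higher in 3 in females, as in *Srsf1* at 0.545. In males 9 were higher and none lower (median 0.28, percentile 100), as in *Tra2a* at 1.89-fold. Zinc finger genes named Zfp were lower in 104 of 342 and higher in 22 in females (median −0.32), with *Zfp365* at 0.514, and in males 12 were higher, 19 lower and 311 not altered (median 0.03). Nuclear-encoded respiratory chain genes were mostly not altered, 65 of 78 in females and 74 of 78 in males, as were mitochondrial ribosomal protein genes, 64 and 69 of 72. In males, glutamate receptors were lower in 10 of 24 and higher in none (median −0.64, percentile 0), with *Gria2* at 0.522 (0.493 to 0.553), and GABA receptors in 8 of 14 (median −0.67). Potassium and sodium channels were lower in 15 of 36 males' genes (median −0.51), with *Scn2a1* at 0.525, calcium channels in 7 of 18 (median −0.42) and lysosomal genes in 20 of 42 (median −0.58). Postsynaptic scaffold genes had a median of 0.00 in males, with 4 of 26 lower. The glutamate receptor median minus the ribosomal protein median was 1.69 in females and −1.23 in males, and 1.08 and −0.75 with the length correction. In the same male pair the red blood cell genes had a median of 1.48, with *Hba-a1* 4.23-fold higher, and oligodendrocyte markers went both ways, 6 higher and 7 lower.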

Again, the pathways that were found to be up-regulated by stress in males were largely down-regulated by stress in females (Fig. 2b).

**Fig. 2:**
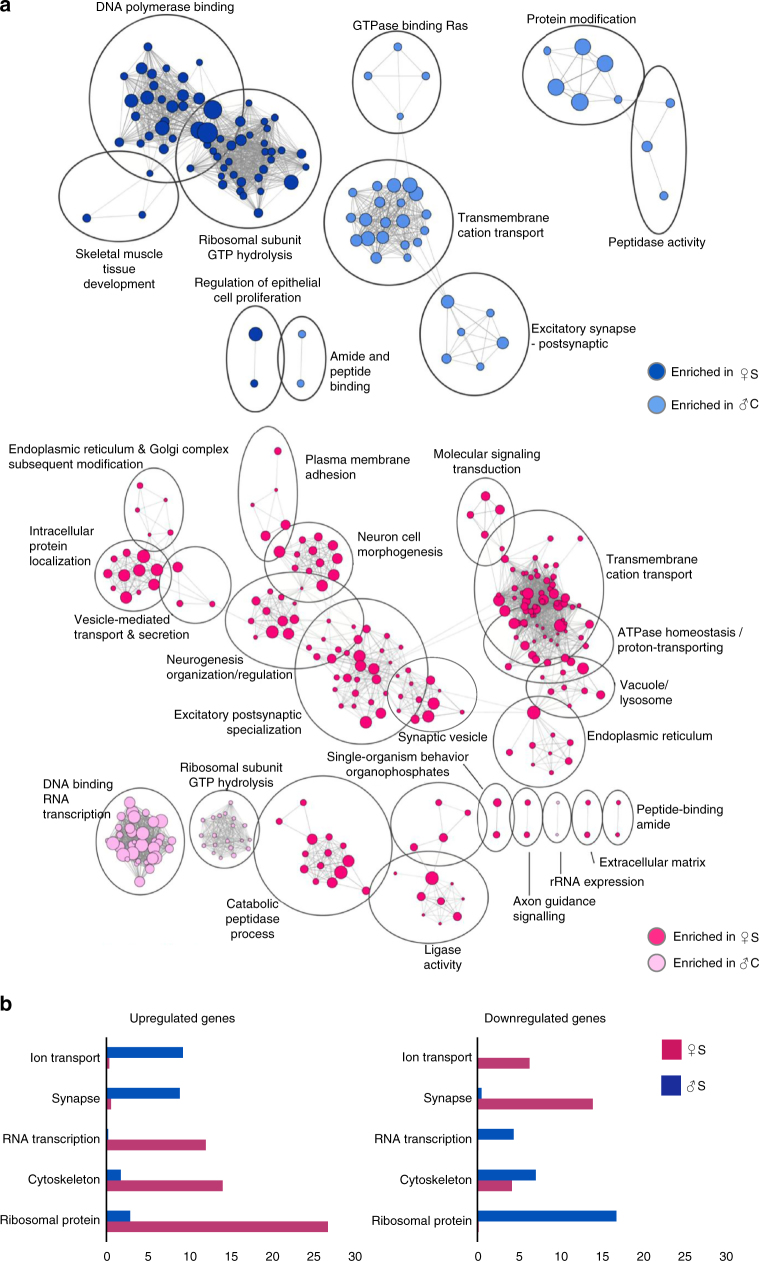
Acute stress regulates sex-dimorphic pathways in CA3 neurons and induces more pathways in females than in males. **a** Gene set enrichment map of the top 10% most enriched pathways in stressed males or females, i.e., up-regulated by stress (dark blue circles and dark pink circles, respectively) or in control males or females, i.e., down-regulated by stress (light blue circles and light pink circles, respectively) (Z-score < 0.001; absolute fold change > 1.5). Circle size correlates to the number of genes in the pathway. Grey lines connect pathways that share the same genes. Pathways are clustered based on number of shared genes and named based on biological function. **b** Database for Annotation, Visualization and Integrated Discovery (DAVID) enrichment scores. Up-regulated (left) and down-regulated (right) genes in stressed females (pink) and stressed males (blue) are clustered based on the GO scores and given an enrichment score. Five GO terms showing the highest enrichment score are presented as a bar graph. C control, S stressed

### Pre-stressed translational profiling of BDNF Met carriers

To examine sex differences in the translational profile of CA3 neurons in a model that recapitulates genetic susceptibility to stress-induced neuropsychiatric disorders, Gprin3 BAC-TRAP mice were crossed with BDNF Val66Met mice. This knock-in mouse model carries a single-nucleotide polymorphism that is a modifier of psychiatric disorder vulnerability in humans^20, 34^. Using the TRAP method, we isolated CA3 ribosome-bound mRNA transcripts from male and female mice that were either heterozygous for the Met allele (BDNF^Met/+^) or did not posses the Met variant (BDNF^+/+^). A subset of BDNF^Met/+^ and BDNF^+/+^ mice had been exposed to an acute stress paradigm to investigate the interaction between stress and the Met variant.

In both genotypes and sexes, acute stress activated the expression of cFos in CA3 neurons, as shown by the read density mapped to the *Fos* gene in the TRAP-seq data (Fig. 3a),demonstrating the efficacy of the acute stress protocol. 

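*Fos* was higher in the stressed library of each of the 5 pairs. In BDNF Met/+ females its normalized count was 362 without stress and 843 with it, 2.33-fold (2.03 to 2.68), and in BDNF Met/+ males 187 and 1286, 6.86-fold (5.92 to 7.99). It was 4.68-fold higher in metoestrus/dioestrus females (3.73 to 5.90). *Arc* was 3.90-fold higher in stressed BDNF Met/+ males and 3.65-fold in metoestrus/dioestrus females, and stood at 0.959 in BDNF Met/+ females, where its unstressed count was 4792. Of 42 immediate early genes, 15 were higher in all 5 pairs and 31 in 4 or more. In BDNF Met/+ females 15 were higher, 1 lower and 26 not altered after stress (median log2 0.47), and in BDNF Met/+ males 26, 3 and 13 (median 0.80). In edgeR's quasi-likelihood test over the 5 pairs, *Fos* differed by 2.11 on the log2 scale (standard error 0.26), *Egr4* by 1.36 (0.17) and *Egr2* by 2.19 (0.29), with an adjusted p of 0.00115 for each when adjusted over the list alone. So adjusted, 12 of the 42 genes passed, *Fosb*, *Nr4a1*, *Sik1*, *Arc*, *Dusp5*, *Junb*, *Csrnp1*, *Dusp1* and *Gadd45b* among them. Over all 14649 genes, none passed with edgeR, 836 had an unadjusted p under 0.05, and DESeq2 called 22. The 836 became 102 without the proestrus BDNF+/+ pair and 3421 without the BDNF+/+ male pair, the lowest and highest counts with a pair left out. Of the noncoding RNAs, *Miat* had a log2 change of −2.09 (0.36) and *Meg3* of −1.89 (0.38), with an adjusted p of 0.605 for both over all genes. The authors take the *Fos* reads as a check that the acute stress protocol worked.

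**Figure D1:**
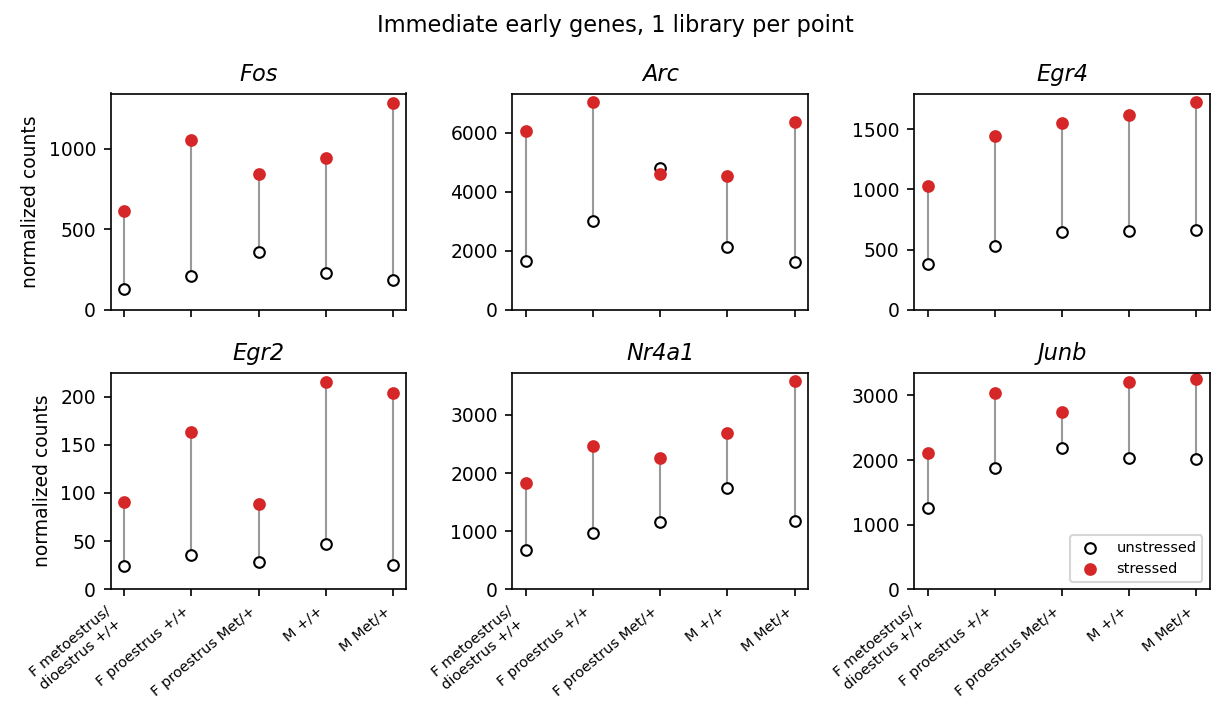
Normalized counts (vertical axes) of 6 immediate early genes in the unstressed (open circles) and stressed (filled circles) library of each of the 5 pairs, 1 library per point. The stressed library is the higher one in each pair, except for *Arc* in BDNF Met/+ females.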

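Without stress, BDNF Met/+ females differed from BDNF+/+ females in adhesion, channel and ribosomal genes, and BDNF Met/+ males differed from BDNF+/+ males in fewer genes. In females *Nrip1*, a corepressor of nuclear receptors, had a log2 fold change of 4.64 and *Tenm1* of 5.27. Adhesion and axon guidance genes were higher in 46 of 54 (median 1.55), as in *Astn1* at 6.68-fold, and cytosolic ribosomal protein genes were lower in 79 of 83 (median −1.32), as in *Rps3* at 0.455. In males *Ttr*, which encodes transthyretin and is abundant in the choroid plexus, stood at 0.107, and choroid plexus markers were lower in 5 of 11. *Pla2g4e*, a phospholipase, had a log2 fold change of 2.08 and *Kif5a* was 2.44-fold higher. The adhesion list was lower in 20 of 54 with none higher (median −0.45), as in *Nrcam* at 0.509. In females 6769 of 14703 genes were altered (46.0%), 3679 higher and 3090 lower, and in males 1366 (9.29%), 459 higher and 907 lower. With an assumed BCV of 0.2 these counts were 1381 and 34, at 0.4 they were 12 and 2, and with a fold threshold of 2 they were 4193 and 443. Scaling by total counts put the female median of all genes at −0.35 and made 30.5% of 7310 altered genes higher in place of 54.4%. In females microglial markers were lower in 11 of 15, oligodendrocyte markers in 16 of 18, astrocyte markers in 13 of 17 and red blood cell genes in 5 of 5. In males microglial markers were higher in 7 of 15, astrocyte markers in 10 of 17 and endothelial markers in 5 of 13. The 5′ to 3′ ratio differed by 1.26 log2 in females (1.22 to 1.30) and by −0.66 in males (−0.69 to −0.63). With the length correction 6246 and 1351 genes were altered. On the last exon of the 2311 genes 927 were altered in females and 213 in males, against 1097 and 235 on all exons.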

Comparing genotypes, TRAP-seq revealed that, in BDNF^Met/+^ females, 6,882 genes were altered, while in BDNF^Met/+^ males only 1,415 genes were altered, when compared with same-sex BDNF^+/+^ mice. Again, more genes were up- or down-regulated by stress in females than in males. Of these genes 1044 were commonly altered by the Met allele in both sexes. Within the BDNF^Met/+^ genotype, we observed that only 40 of these genes were up-regulated in both males and females, and only 31 were down-regulated in both sexes (Fig. 3b).

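Most genes altered by the Met allele in both sexes had opposite calls in females and males. *Kcnj3*, a potassium channel of G protein signalling, stood at 0.220 in BDNF Met/+ males, and *Cacna1e* was 15.7-fold higher in BDNF Met/+ females and stood at 0.393 in BDNF Met/+ males. *Gabbr2*, a subunit of the GABAB receptor, was 8.47-fold higher in females and stood at 0.345 in males. Of the 1046 genes altered in both sexes, 34 were higher and 36 lower in both (13 and 75 with scaling by total counts), 679 were higher in females and lower in males, and 297 the reverse. Independent lists would give 115, 191, 227 and 96.5. The opposite calls made up 976 of them (93.3%), and 937 of 1000 with the length correction. An assumed BCV of 0.2 and 0.4 left 24 and 0 shared genes, and a fold threshold of 2 left 337. Pearson's r between the fold changes of the sexes was −0.470 across genes, which are not independent replicates. The difference between the sexes in the effect of the allele was tested over the 8 libraries of both stress states. edgeR's quasi-likelihood test called 0 genes, with 115 at an unadjusted p under 0.05, and DESeq2 called 2. In the unstressed libraries alone, which allow no test, the fold changes of the sexes differed by more than 1.5-fold in 8994 of 14703 genes. The median of microglial markers was −1.96 in females and 0.78 in males, and that of red blood cell genes −4.71 and 1.08.

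**Figure D2:**
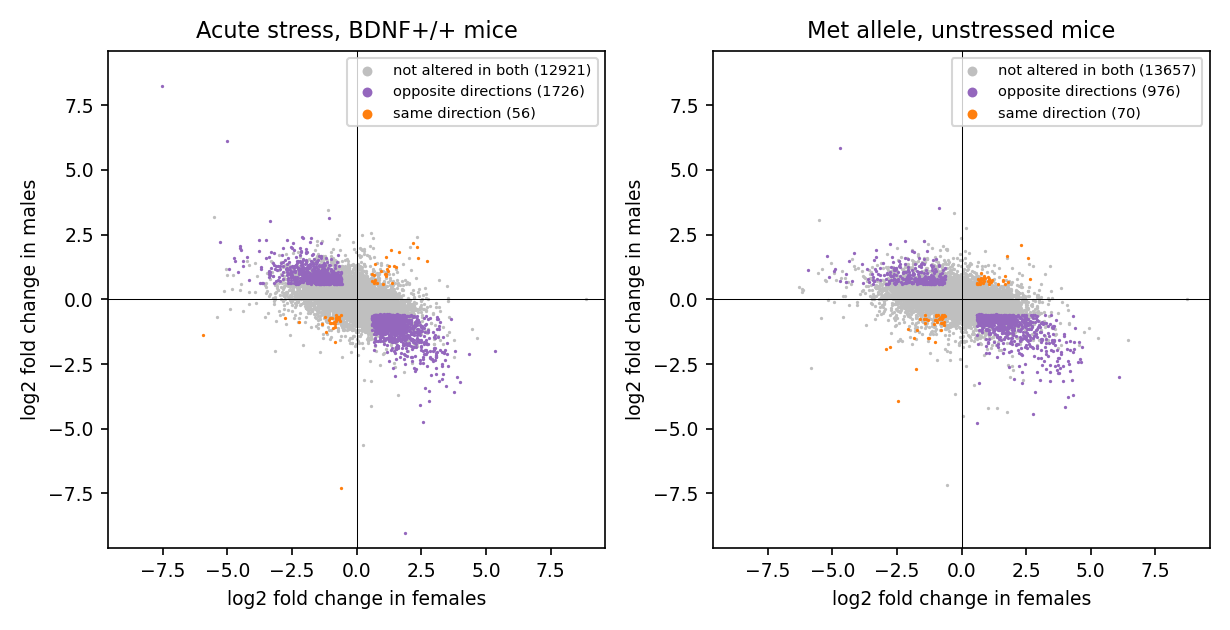
Log2 fold change of each gene in proestrus females (horizontal axis) and in males (vertical axis), after acute stress in BDNF+/+ mice (left) and with the Met allele in unstressed mice (right). Purple points are genes altered in both sexes in opposite directions (1726 and 976), and orange points genes altered in the same direction.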

**Fig. 3:**
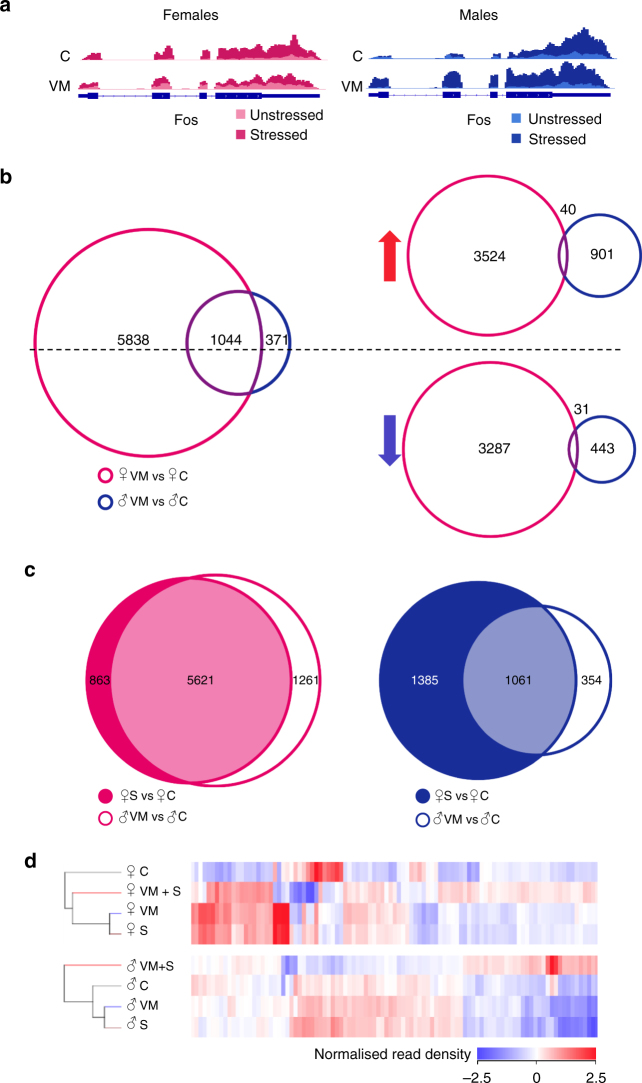
Male and female BDNF^Met/+^ mice show a similar transcriptional profile to stressed BDNF^+/+^ mice in CA3 neurons. **a** Histogram of mapped reads for the gene encoding c-Fos (*Fos*). Blue lines represent the introns (thin) and exons (thick). Shaded areas indicate the number of normalized reads for female controls (light pink), stressed females (dark pink), male controls (light blue) and stressed males (dark blue), for both BDNF^+/+^ and BDNF^Met/+^ mice. Acute stress is required to elevate c-Fox expression. **b** (Left) Venn diagram depicting the number of genes altered in unstressed BDNF^Met/+^ females (pink circle), males (blue circle) and in both sexes (purple overlap) (Z-score < 0.001; absolute fold change > 1.5) when compared with unstressed BDNF^+/+^. (Right) Venn diagrams are broken into up-regulated (red arrow) and down-regulated (blue arrow) genes. **c** (Left) Venn diagram depicting the number of genes affected in stressed BDNF^+/+^ (dark pink circle) or unstressed BDNF^Met/+^ females (white circle), or altered in both groups (light pink overlap) when compared with unstressed BDNF^+/+^ females (Z-score < 0.001; absolute fold change > 1.5). (Right) Venn diagram representing the number of genes affected in stressed BDNF^+/+^ males (dark blue circle) or unstressed BDNF^Met/+^ males (white circle), or altered in both groups (light blue overlap) when compared with control males (Z-score < 0.001; absolute fold change > 1.5). **d** Heat map representing the normalized read density of the same 100 genes, as in Fig. 1c across all groups in both males and females. The cladogram to the left indicates the similarity in gene expression profiles for each group. C unstressed BDNF^+/+^, S stressed BDNF^+/+^, VM unstressed BDNF^Met/+^, VM + S stressed BDNF^Met/+^

A gene ontology (GO) analysis was performed on the genes that were up-regulated in female BDNF^Met/+^ mice and down-regulated in male BDNF^Met/+^ mice, and vice-versa. This analysis revealed that these genes were implicated in biological processes such as synaptic function, transcriptional regulation, glycosylation, neuronal architecture, and ion channels (Table 2).

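Receptor, channel and adhesion genes of Table 2 were higher in unstressed BDNF Met/+ females and lower in BDNF Met/+ males. *Celsr2*, a cadherin of neurons, was 6.80-fold higher in females (6.41 to 7.23) and stood at 0.656 in males, and *Dkk3*, a secreted glycoprotein, was 4.09-fold higher and stood at 0.622. *Lamp1*, a lysosomal membrane protein, had the same pair of calls, although its call in females was lost with scaling by total counts (log2 0.45). Of 42 genes printed as higher in females and lower in males, 38 were tested and 37 passed in both sexes. The one that did not was *Ncam2*, which moved in the stated direction in both sexes. Of 14 genes printed as lower in females and higher in males, 13 were tested and 11 passed in both, *Dlx1* and *Fabp7* among them. *Hmgb2* and *Lyn* did not pass in both sexes, and no gene passed in the direction opposite to the printed one. The genes not matched by symbol were 4 and 1. Because the study picked them on these samples, these counts are not independent evidence of direction. Of 50 genes of N-glycosylation and protein folding 32 were higher and 3 lower in BDNF Met/+ females, and 10 were lower and none higher in BDNF Met/+ males. The calreticulin gene *Calr* was 2.23-fold higher in females, and *Tusc3*, a subunit of the oligosaccharyltransferase, stood at 0.385 in males.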

**Table 2:** Genes differentially regulated by the BDNF Met allele in female mice versus males

GO term	Enrichment score	Total genes	Select genes
*Upregulated by BDNF* ^*Met/+*^ *in females and downregulated in males*			
Cytoplasmic membrane	23.15	377	*L1cam, Grin3a, Grin2a, Clcn3, Rims1, Kcnj3, Sam5b, Celsr2, Clcn6, Clcn7, Cacng8, Grm5, Sema4f, Npy2r, Nlgn3, Astn1, Astn2, Cacnad2d1, Gabra1, Kcnb2, Shank2, Lamp1, Lamp2, Cacna1e, Cacna1c, Cacna1b, Kcnq3, Slit1, Slit2, Slit3, Dkk3*
Glycoprotein/glycosylation	14.19	258	*Ncam2, L1cam, Ephb6, Grin2a, Clcn3, Rims1, Sam5b, Celsr2, Clcn6, Cacng8, Grm5, Sema4f, Astn1, Astn2, Cacnad2d1, Gabra1, Kcnb2, Lamp1, Lamp2, Cacna1e, Cacna1c, Cacna1b, Slit1, Slit2, Slit3, Sema6b*
Lysosome	6.88	113	*Lamp1, Lamp2, Nos1*
Ion channel activity	6.73	96	*Grin3a, Kcnq3, Grin2a, Clcn3, Rims1, Kcnj3, Rims4, Kcns2, Gabra1, Kcnb2, Kcnj6*
Neuronal projection	3.88	76	*Nos1, Grin2a, L1cam, Gabbr2, Ncam2, Cacna1c, Cacna1b*,
Synapse	3.27	160	*L1cam, Gabbra2, Grin3a, Rims1, Rims4, Gabbra1, Nos1, Grin2a, Nlgn3, Hdac4, Gabra1, Sema4f*
*Downregulated by BDNF* ^*Met/+*^ *in females and upregulated in males*			
Transcription regulation	4.56	81	*Sox11, Hmg1, Hmg2, Lyn, Bcl2*
Ribosome	2.98	22	*Tpm2, Nufip2, Ctse, Rpl37, Rpl8, Rpl16*
Telencephalon development	2.19	8	*Cx3cr1, Dlx1, Fabp7*

Genes that are up-regulated by the BDNF^Met/+^ allele in females and down-regulated in males, and vice-versa, were obtained by performing a fold-change analysis using Strand NGS. Columns represent (i) Gene ontology term, (ii) enrichment score and (iii) total number of genes obtained from DAVID annotation clustering; (iv) genes selected based on their known role in neuronal function. Several of the most enriched GO terms were selected based on their implication in neuronal and epigenetic function

We next examined gene expression changes across genotypes. The regulation of gene expression in BDNF^Met/+^ mice mimicked the sex-dimorphic translational response to acute stress in CA3 neurons of wild-type mice (Fig. 1b). This led us to hypothesize that the stress-induced genes may overlap with genes expressed without applied acute stress in BDNF^Met/+^ mice, indicating a pre-stress state in this genotype that does not involve immediate early gene activation.

To characterize the pre-stress state, we compared the list of genes affected in acutely stressed BDNF^+/+^ mice and in unstressed BDNF^Met/+^ mice to determine which genes were altered in both groups. In females, out of the 6484 stress-sensitive genes in acutely stressed BDNF^+/+^ mice and the 6882 Met-allele-altered genes in unstressed BDNF^Met/+^ mice, 73% of genes (5621) were common to both groups. 

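The stressed BDNF+/+ female library and the unstressed BDNF Met/+ female library shared most of the genes in which they differed from their control. *Spna2* was 9.20-fold higher after stress and 11.5-fold higher with the Met allele, and the GABAB receptor gene *Gabbr1* was higher in both. *Rplp1* stood at 0.431 and 0.346. Genes altered in both numbered 5517, 73.2% of all those altered in either, where independent lists would share 2894. Of the 5517 genes 3047 were higher in both, 2466 lower in both and 4 opposite, while scaling by total counts gave 1887 higher and 3989 lower. At an assumed BCV of 0.4, which called only 3 genes for stress and 12 for the allele, the shared percentage was 15.4%. Both comparisons use the same control library, so chance values of that library enter both. Simulated unchanged libraries against one control shared 0% of genes with counting noise alone, 17.4% at a BCV of 0.2 and 35.3% at 0.4. Their calls came from the binomial test on reads, so these shares stand beside the 73.2% and not the 15.4%. Across genes, which are not independent replicates, the fold changes had a Pearson's r of 0.928 and a covariance of 1.08. The simulated values were 0.460 and 0.0206 with counting noise alone, 0.493 and 0.105 at a BCV of 0.2, and 0.496 and 0.379 at 0.4. With stress taken from the metoestrus/dioestrus pair, whose control is separate, 69.1% of genes were shared, 5636 of 5645 in the same direction, and r was 0.891 with a covariance of 1.24. The 5′ to 3′ ratio and the glial markers moved the same way in all these comparisons, with microglial medians of −1.45 after stress, −1.60 after stress in metoestrus/dioestrus and −1.96 with the Met allele. The stressed BDNF+/+ and unstressed BDNF Met/+ female libraries differed from each other in 434 genes, of which 45.6% were higher with stress, or 70.4% with scaling by total counts, and in 15 and 4 at a BCV of 0.2 and 0.4 and 135 with a fold threshold of 2. Part of the excess over the independent lists may come from the shared control. The authors propose that Met carriers are in a pre-stress state without immediate early gene activation.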

In males, stressed BDNF^+/+^ mice and BDNF^Met/+^ mice displayed an overlap of 38% of genes (Fig. 3c). 

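In males fewer genes were shared, and most of them were lower. *Spna2* had a log2 fold change of −1.03 after stress and −2.01 with the Met allele, and *App*, the amyloid precursor gene, of −0.92 and −0.60. *Kif5a* was higher in both. Of the genes altered in either comparison 1025 (37.9%) were altered in both, 279 higher, 738 lower and 8 opposite, where independent lists would share 220. At an assumed BCV of 0.4, which called only 4 genes for stress and 2 for the allele, the shared percentage was 20%. Simulated unchanged libraries against one control shared 0%, 17.3% and 35.0% of genes with counting noise alone and at a BCV of 0.2 and 0.4. Called by the binomial test on reads, they stand beside the 37.9% and not the 20%. Pearson's r was 0.742 across genes, which are not independent replicates, and the covariance was 0.233. The simulated covariances were 0.0261, 0.111 and 0.383, and that at a BCV of 0.4 lies above the observed one. Part of the excess over the independent lists may come from the shared control library, and no separate male control was analysed here. The stressed BDNF+/+ and unstressed BDNF Met/+ male libraries differed from each other in 466 genes, or 16 and 4 at a BCV of 0.2 and 0.4 and 123 with a fold threshold of 2. Microglial markers were higher in both comparisons in 7 of 15 and red blood cell genes in 4 of 5, and the 5′ to 3′ ratio was lower in both male libraries than in their control, at −2.15 and −1.94 against −1.15. The overlap in males was not tested against that in females.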

The heat map cladogram of the 100 most differentially regulated genes among all groups emphasized a large similarity in the CA3 transcriptional profile between stressed BDNF^+/+^ mice and unstressed BDNF^Met/+^ mice, with the two groups clustering together in both sexes. However, the similarity between stress-induced genes and Met-regulated genes in CA3 neurons was greater in females than in males (Fig. 3d).

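In each sex the stressed BDNF+/+ library and the unstressed BDNF Met/+ library joined first. On the 100 most variable genes of the 8 libraries the female pair joined at 0.156 and the male pair at 0.245. Stressed BDNF Met/+ females joined the female branch at 0.266. Stressed BDNF Met/+ males joined the unstressed BDNF+/+ males at 0.306, and the unstressed BDNF+/+ females joined the male branch of stressed BDNF+/+ and unstressed BDNF Met/+ mice at 0.428. Over all genes tested the joins of the female and male pairs came at 0.0119 and 0.0121. With Euclidean distance, and over all genes, both pairs were kept, while unstressed BDNF+/+ females joined a branch of 3 male libraries. *Kif5c* and *Dync1h1* show the female pattern, with *Dync1h1* 11.5-fold higher in stressed BDNF+/+ females and 14.2-fold higher in unstressed BDNF Met/+ females than in unstressed BDNF+/+ females. The calls of *Kif5c* were 1.54-fold and 2.37-fold, the former lost with scaling by total counts. The libraries with the 4 lowest 5′ to 3′ ratios of the 10 were those of unstressed BDNF+/+ females of both stages, stressed BDNF+/+ males and unstressed BDNF Met/+ males.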

The pre-stress state genes differed considerably between males and females. Using GSEA, stress-biased genes and Met-regulated genes were clustered based on their biological function. The read density of each gene was used to calculate an enrichment score for each biological cluster, for both stressed BDNF^+/+^ and unstressed BDNF^Met/+^. The top 10% most enriched pathways revealed that stress and the Met allele altered more pathways in female mice than in male mice (Fig. 4a). Furthermore, in males, genes common to both stressed BDNF^+/+^ and unstressed BDNF^Met/+^ largely belong to epigenetic regulation and small ribosomal subunits, and to a lesser extent, transcription factor regulation (Fig. 4a). 

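Genes shared by stressed BDNF+/+ and unstressed BDNF Met/+ males included 3 chromatin regulators that were lower and ribosomal protein genes that were higher. *Hdac4*, a class II histone deacetylase, *Ezh1*, a histone methyltransferase, and *Crebbp*, a histone acetyltransferase, were lower in both, with *Ezh1* at 0.589 after stress and 0.574 with the Met allele. These were 3 of 38 chromatin regulators tested, and none was higher in both. Of 83 cytosolic ribosomal protein genes 9 were higher in both and 1 lower, as in *Rpl4* at 1.71-fold and 1.83-fold and *Rpl29*, at 1.60-fold with the Met allele, and *Rps28* was the lower one. Of 45 splicing factors 5 were higher in both, as in *Tra2a* at 1.89-fold and 1.74-fold, and none was lower. Zinc finger genes named Zfp were lower in both in 10 of 342 and higher in both in 2, with *Zfp451* at 0.445 and 0.437. Adhesion and axon guidance genes were lower in both in 20 of 54, lysosomal genes in 13 of 42 and N-glycosylation genes in 9 of 50. Astrocyte markers were higher in both in 6 of 17. Of all 14703 genes tested 738 were lower in both and 279 higher in both. The share of chromatin regulators lower in both lay close to that of all genes, and the share of Zfp genes lower in both lay below it. These counts describe pairs of libraries that share a control.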

In females there was a larger overlap in biological functions than in males that is shared between stress-biased genes and BDNF_Met_-regulated genes. These genes were involved in biological processes such as protein glycosylation, cellular homoeostasis, cytoplasmic secretory vesicles, axon projection guidance, learning and memory, synaptic structure, neuronal cell body, and transmembrane ion transport (Fig. 4a).

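In females the shared genes included many of adhesion, secretion, channels and synapses that were higher in both, and most ribosomal protein genes, which were lower. Higher in stressed BDNF+/+ and in unstressed BDNF Met/+ females were 46 of 54 adhesion and axon guidance genes, with *Epha4* at 3.08-fold and 4.46-fold and *Nrxn2* among them. Of N-glycosylation and folding genes 30 of 50 were higher in both and 3 lower, with *Calr* at 2.41-fold after stress, and of lysosomal genes 29 of 42, with *Psap* at 4.78-fold and the sortilin gene *Sort1* at 4.17-fold with the Met allele. Presynaptic release genes were higher in both in 22 of 34, with *Syp* at 3.08-fold and 3.05-fold, postsynaptic scaffolds in 13 of 26 and potassium and sodium channels in 23 of 36. Calcium channels were higher in both in 10 of 18 and lower in 1, and 15 of 38 chromatin regulators were higher in both. Lower in both were 73 of 83 cytosolic ribosomal protein genes, 76 of 342 Zfp genes and 12 of 45 splicing factors. Of CA3 markers 9 of 10 were higher in both, and astrocyte markers were lower in both in 11 of 17, oligodendrocyte markers in 10 of 18 and microglial markers in 11 of 15. The difference between the sexes in these shares was not tested.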

**Fig. 4:**
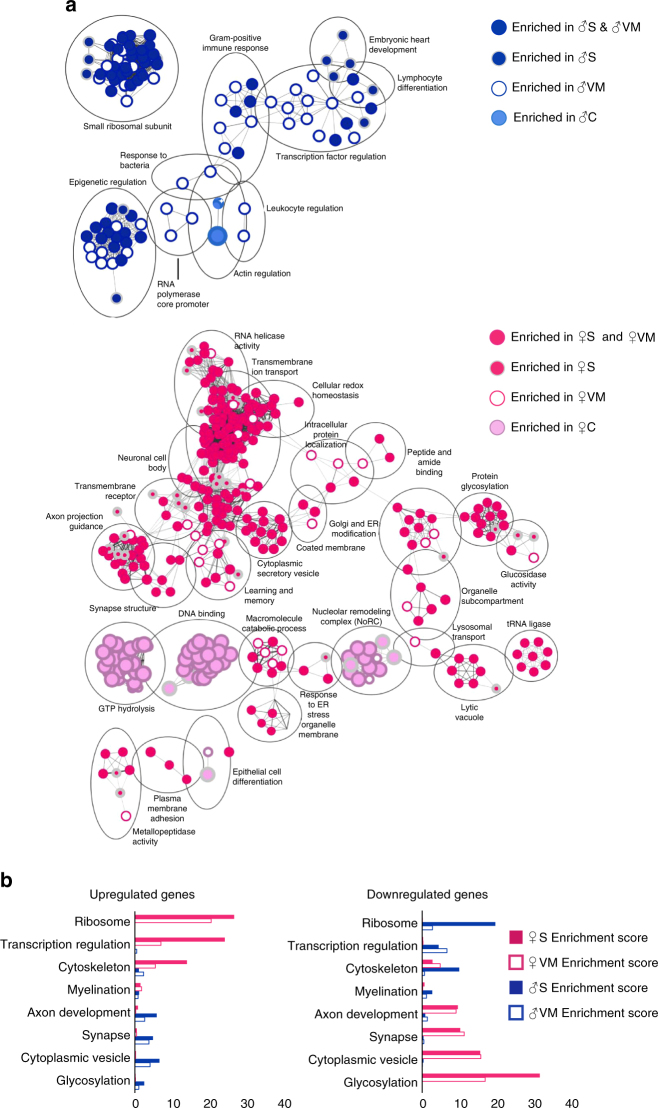
The similarity between pathways induced in stressed BDNF^+/+^mice and those induced in unstressed BDNF^Met/+^ mice are greater in females than in males. **a** Gene set enrichment map of the top 10% most enriched pathways in stressed BDNF^+/+^ males or females (dark blue circles with grey outline and dark pink circles with grey outline, respectively), enriched in unstressed BDNF^Met/+^ males or females (white circle with dark blue outline and white circle with dark pink outline, respectively), enriched in both stressed BDNF^+/+^ and unstressed BDNF^Met/+^ males or females (dark blue circle with dark blue outline and dark pink circle with dark blue outline, respectively), or enriched in unstressed BDNF^+/+^ males or females (light blue circle with light blue outline and light pink circle with light pink outline, respectively) (Z-score < 0.001; absolute fold change > 1.5). Circle size correlates to the number of genes in the pathway. Grey lines connect pathways that share genes. Pathways are clustered based on number of shared genes and named based on biological function. **b** DAVID enrichment scores. Up-regulated or down-regulated genes across the groups in females (pink) and males (blue) are clustered based on their GO scores and given an enrichment score. Eight GO terms showing the highest enrichment score are presented as a bar graph. C unstressed BDNF^+/+^, S stressed BDNF^+/+^, VM unstressed BDNF^Met/+^

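Several gene groups with a median above 0 in BDNF+/+ females after stress had one above 0 in unstressed BDNF Met/+ females too, and below 0 in BDNF Met/+ males. Medians with the Met allele were 0.85 in females and −0.32 in males for glutamate receptors, 1.16 and −0.20 for calcium channels, 1.06 and −0.21 for potassium and sodium channels, and 1.18 and −0.11 for presynaptic release genes. Lysosomal genes had medians of 1.11 and −0.35 and N-glycosylation genes of 0.92 and −0.33. *Grin1*, the obligatory NMDA receptor subunit, was 4.51-fold higher in BDNF Met/+ females (4.33 to 4.69) and stood at 0.729 in BDNF Met/+ males, short of the threshold. Splicing factors had a median of 0.40 in BDNF Met/+ males, with 8 of 45 higher and none lower, and of −0.14 in BDNF Met/+ females, with 14 lower and 4 higher. GABA receptors had a median of 0.29 in BDNF Met/+ females that was −0.08 under scaling by total counts, and of −0.33 in BDNF Met/+ males. The glutamate receptor median minus the ribosomal protein median was 2.16 in BDNF Met/+ females and 1.08 with the length correction. Astrocyte markers had medians of −1.31 and 0.66 in these pairs.

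**Figure D3:**
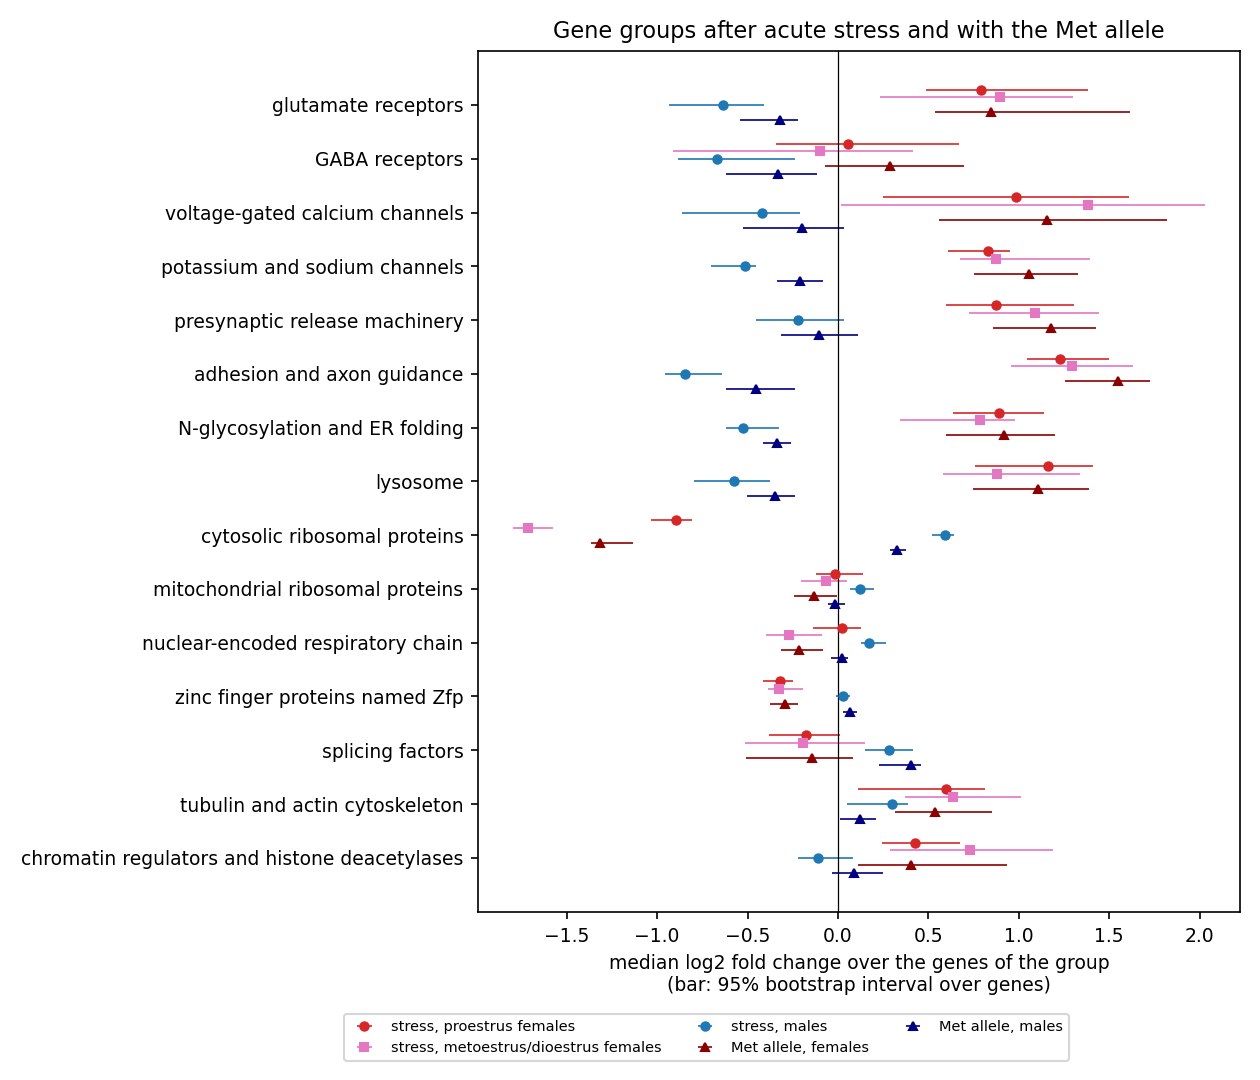
Median log2 fold change (horizontal axis) of gene groups after stress in proestrus females, metoestrus/dioestrus females and males and with the Met allele in unstressed females and males, with 95% bootstrap intervals over genes. Neuronal membrane groups lie right of 0 in females and left of 0 in males, except GABA receptors in females, which lie near 0 and change sign with the scaling, and ribosomal protein genes lie the other way.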

A selection of the eight most enriched GO clusters from both male and female mice revealed that clusters that are up-regulated in females by either stress or pre-stress in the presence of the BDNF_Met_ allele are down-regulated in males, and vice versa (Fig. 4b). This indicates that both acute stress in BDNF^+/+^ mice and the pre-stress state in the BDNF^Met/+^ mice induced distinctly different patterns of gene expression in males and females in CA3 neurons.

### Gene expression patterns

To assess the distinct expression patterns of males and females, genes were thresholded based on the magnitude and direction of their fold change in stressed BDNF^+/+^, unstressed BDNF^Met/+^, and stressed BDNF^Met/+^mice. Genes with the same expression profile were clustered together. Out of the 27 possible expression profiles (see Methods), we highlighted four in which genes were similarly regulated in stressed BDNF^+/+^ and unstressed BDNF^Met/+^, i.e., genes were up-regulated or down-regulated in both groups. In females, these groups accounted for 1675 genes (17.6%), and in males 1004 (16.3%). 

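Stressed BDNF Met/+ females and males differed in how the genes of these profiles were expressed. In females *Spna2* had log2 fold changes of 3.20, 3.52 and −0.10 against unstressed BDNF+/+ females in stressed BDNF+/+, unstressed BDNF Met/+ and stressed BDNF Met/+ mice. In males it had −1.03, −2.01 and 2.02. The 4 profiles that are alike in stressed BDNF+/+ and unstressed BDNF Met/+ mice and differ in stressed BDNF Met/+ mice held 1530 of 9310 altered genes in females (16.4%) and 970 of 6063 in males (16.0%). They held 222 and 18 genes at an assumed BCV of 0.2, 1 and 1 at 0.4, and 911 and 314 with a fold threshold of 2. Genes altered the same way in all 3 groups numbered 3983 in females (42.8%) and 47 in males. Against unstressed BDNF+/+ mice, stressed BDNF Met/+ females had 6923 altered genes, 47.7% of them higher, and stressed BDNF Met/+ males 4918, 61.2% higher. A fold threshold of 2 left 4401 and 2320, a BCV of 0.2 left 1778 (29.8% higher) and 263 (90.1% higher), and a BCV of 0.4 left 44 and 2. With scaling by total counts these shares were 26.8% and 47.1%, and the medians of all genes lay at −0.34 and −0.13. All 3 groups of a sex share one control library, whose chance values enter each profile.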

To investigate transcripts included in these profile clusters, we performed a GO analysis on the genes found in each cluster. In one pattern of expression, genes were down-regulated in both stressed BDNF^+/+^ and unstressed BDNF^Met/+^, but unaltered in stressed BDNF^Met/+^ (Fig. 5a). This cluster showed enrichment in chromatin structure, cytoskeleton, and cellular response to stress in females, whereas in males, ion binding and exocytotic/transport machinery were enriched. 

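Genes lower in stressed BDNF+/+ and unstressed BDNF Met/+ mice and unaltered in stressed BDNF Met/+ mice numbered 440 in females and 260 in males. A fold threshold of 2 left 193 and 132, an assumed BCV of 0.2 left 27 and 11, and scaling by total counts gave 736 and 319. The abundant female members included *Tmsb4x*, an actin-binding thymosin, with log2 fold changes of −0.93, −1.26 and −0.36 in the 3 groups, and *Dlg4*, the postsynaptic scaffold PSD-95, with −0.81, −0.92 and −0.57. *Dynll2*, a dynein light chain, had −0.81, −0.83 and 0.14. Ribosomal protein genes made up 13 of the 83 tested against 2.48 for genes drawn at random, and splicing factors 5 of 45 against 1.35. In males *Abr* had −0.83, −1.18 and 0.11 and *Pja2*, a ubiquitin ligase, −0.76, −0.59 and 0.22. Presynaptic release genes had 3 of 34 in the male profile against 0.601, *Rims3* and *Rims4* among them, and oligodendrocyte markers 4 of 18 against 0.318, *Mag* and *Cldn11* among them. The small counts were not tested.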

Transcriptional regulation was enriched in both sexes.

**Fig. 5:**
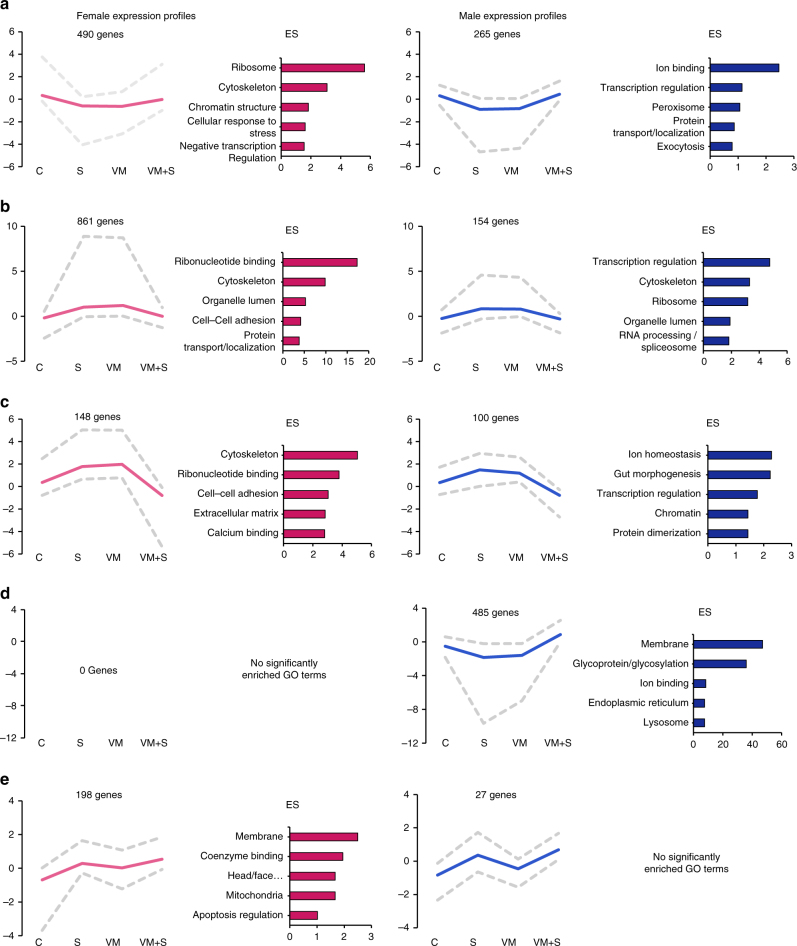
Clustering genes by expression profile reveals similar patterns in stressed BDNF^+/+^ and unstressed BDNF^Met/+^. **a**–**e** Genes were clustered based on their fold change in stressed BDNF^+/+^ (S), unstressed BDNF^Met/+^ (VM), and stressed BDNF^Met/+^ (VM + S) males and females versus unstressed BDNF^+/+^. Fold change direction and significance was determined as follows: up-regulated (z-score ≤ 0.001, fold change ≥ 1.5), down-regulated (z-score ≤ 0.001, fold change ≤ -1.5), or unaltered (z-score ≥ 0.001 and/or absolute fold change ≤ 1.5). Genes with the same expression profiles were clustered together. The maximum, mean, and minimum normalized read density for each clustered profile is presented as a line graph. GO analysis was performed using the DAVID database. The top five most enriched terms for each cluster are presented as a bar graph of their enrichment score (ES). Left: Females, Right: Males

Another cluster, in which genes were up-regulated in stressed BDNF^+/+^ and unstressed BDNF^Met/+^ and unaltered in stressed BDNF^Met/+^, also showed enrichment of cytoskeleton GO terms in females, as well as males (Fig. 5b). In addition, cell/cell adhesion as well as protein transport/localisation GO terms were enriched in females, and transcription and RNA processing GO terms were enriched in males. 

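Genes higher in stressed BDNF+/+ and unstressed BDNF Met/+ mice and unaltered in stressed BDNF Met/+ mice numbered 908 in females and 162 in males. With a fold threshold of 2 they numbered 671 and 55, and at an assumed BCV of 0.2 they numbered 192 and 2. In females *Hsp90ab1*, a chaperone, had log2 fold changes of 0.63, 0.86 and 0.40, *Camk2b*, a kinase of synaptic plasticity, 0.85, 0.99 and 0.51, and *Tubb2a* 0.95, 0.86 and 0.57. The calls of *Hsp90ab1* were lost with scaling by total counts. Adhesion and axon guidance genes had 12 of 54 in the profile against 3.33 for genes drawn at random, *Nrxn3* and *Nfasc* among them, tubulin and actin genes 7 of 41 against 2.53, postsynaptic scaffolds 6 of 26 against 1.61 and chromatin regulators 11 of 38 against 2.35, *Chd3* and *Chd5* among them. In males *Kif5a* had 1.18, 1.29 and 0.20, and *Rpl4* 0.78, 0.88 and 0.10. Ribosomal protein genes had 7 of 83 in the male profile against 0.915, splicing factors 4 of 45 against 0.496, *Srsf10* and *Srsf4* among them, and microglial markers 5 of 15 against 0.165.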

A third profile had genes up-regulated in stressed BDNF^+/+^ and unstressed BDNF^Met/+^, but down-regulated in stressed BDNF^Met/+^(Fig. 5c). This profile again revealed enrichment of cytoskeleton GO terms, but only in females. 

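Genes higher in stressed BDNF+/+ and unstressed BDNF Met/+ mice and lower in stressed BDNF Met/+ mice numbered 182 in females and 88 in males, 47 and 7 with a fold threshold of 2 and 3 and 0 at an assumed BCV of 0.2. *Dync1h1* had log2 fold changes of 3.52, 3.83 and −1.73 in females, *Mtap1b*, a microtubule-associated protein, 0.91, 1.41 and −0.68, *Spnb2*, a spectrin, 2.21, 2.50 and −0.71, and *Ank2*, which encodes ankyrin-B, 1.73, 2.09 and −0.90. Tubulin and actin genes had 3 of 41 in the female profile against 0.508 for genes drawn at random. In males *Mbp*, a myelin protein, had 1.03, 0.85 and −0.80, and *Mt1*, a metallothionein, 1.50, 0.66 and −1.24. Red blood cell genes had 4 of 5 in the male profile against 0.0299 and oligodendrocyte markers 3 of 18 against 0.108.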

Females also showed enrichment of cell–cell adhesion/extracellular matrix, as well as calcium binding. In males, ion homoeostasis, as well as transcription, protein, and chromatin regulation terms were enriched. Interestingly, one expression profile existed only in males, namely, one in which genes were down-regulated in stressed BDNF^+/+^ and unstressed BDNF^Met/+^, but up-regulated in stressed BDNF^Met/+^ mice (Fig. 5d). This profile displayed particularly high enrichment for membrane and glycoprotein/glycosylation terms. 

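Among the genes lower in stressed BDNF+/+ and unstressed BDNF Met/+ males and higher in stressed BDNF Met/+ males were adhesion, lysosomal and receptor genes. *App* had log2 fold changes of −0.92, −0.60 and 2.09 in the 3 groups, *Spnb3* −1.34, −1.61 and 1.83 and *Psap* −1.11, −0.69 and 1.22. The profile held 460 genes in males and 0 in females, with 120 in males at a fold threshold of 2 and 5 at an assumed BCV of 0.2. Adhesion and axon guidance genes had 20 of 54 in it against 1.69 for genes drawn at random, with *Ptprs*, *Cntn1*, *Nrcam* and *Astn1*, and lysosomal genes 13 of 42 against 1.31, with *Atp6v0a1*, a proton pump subunit, and *Ctsb*. Genes of N-glycosylation and protein folding had 9 of 50 against 1.56, with *Canx*, *Tusc3* and *Ddost*. Glutamate receptors had 5 of 24 against 0.751, *Grm5*, *Grik2*, *Grid1*, *Grin2a* and *Grin3a*, calcium channels 5 of 18 against 0.563 and GABA receptors 3 of 14 against 0.438. Within BDNF Met/+ males, stress gave 6081 altered genes (3483 with a fold threshold of 2, 1138 at an assumed BCV of 0.2 and 9 at 0.4), with glutamate receptors higher in 21 of 24 (median 1.74) and adhesion genes in 51 of 54 (median 2.16). Between BDNF+/+ and BDNF Met/+ males 1923 of 1962 genes altered by stress in both had opposite directions, 702 of 718 with a fold threshold of 2, 32 of 32 at a BCV of 0.2 and none at 0.4. In this pair the 5′ to 3′ ratio was higher by 1.01 log2 after stress (0.98 to 1.06), and microglial markers were lower in 10 of 15.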

As previously noted, the cluster in which genes were selectively up-regulated in stressed BDNF^+/+^ and stressed BDNF^Met/+^ includes genes belonging to the immediate early transcription cascade such as *Fos* and *Arc* (Fig. 5e).

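The profile of genes higher in both stressed groups and unaltered in unstressed BDNF Met/+ mice held more immediate early genes than genes drawn at random would. In males it held 30 genes, 9 of them among the 42 immediate early genes against 0.0857 for genes drawn at random, with *Egr1* at log2 1.30, 0.10 and 0.76, *Arc* at 1.09, −0.38 and 1.58 and *Fos* at 2.02, −0.31 and 2.47. In females it held 158 genes, 7 of them immediate early genes against 0.451, *Nr4a1*, *Egr4*, *Dusp1*, *Fosb*, *Csrnp1* and *Sik1* among them. *Fos* and *Arc* were not in the female profile, since they were 1.74-fold (1.45 to 2.08) and 1.58-fold (1.51 to 1.66) higher in unstressed BDNF Met/+ females. Both calls were lost with scaling by total counts, at log2 0.42 and 0.30, and so were those of *Egr1* and *Junb* in stressed against unstressed BDNF Met/+ males (0.55 and 0.58). The profile held 14 genes in males and 79 in females with a fold threshold of 2, and 0 and 11 at an assumed BCV of 0.2. *Nnat*, an imprinted gene of neurons, had 0.68, −0.32 and 0.71 in females.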

Remarkably, in females, a large portion of the pre-stress genes were up-regulated in both stressed BDNF^+/+^ mice and BDNF^Met/+^ mice (Fig. 5b), whereas, in males, a majority of pre-stress genes were down-regulated in an expression pattern that was not found in females (Fig. 5d). This indicates that, despite the similarities between BDNF^Met/+^ mice and stressed BDNF^+/+^ mice, the BDNF Met allele does not induce the immediate early gene transcriptional cascade and that an acute stressor is required.

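Without stress the immediate early genes did not move together in Met carriers. In unstressed BDNF Met/+ females 7 of 42 were higher, 8 lower and 27 not altered, with a median log2 fold change of 0.11 (percentile 67.4) that was −0.26 under scaling by total counts. *Jund* stood at 0.519 and *Klf6* at 0.646, the latter call being lost with TMM. In unstressed BDNF Met/+ males none was higher, 4 were lower and 38 not altered (median −0.14, percentile 2.18), with the phosphatase gene *Dusp1* at 0.512, *Nr4a3* at 0.266 and *Dusp6* at 0.645. Over the 4 pairs of BDNF Met/+ and BDNF+/+ libraries edgeR's quasi-likelihood test of the allele called 0 of 14703 genes, with 452 at an unadjusted p under 0.05, and DESeq2 called 3. With a pair left out the 452 ranged from 55, without unstressed females, to 2190, without unstressed males.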

### Sex-dimorphic regulation of the glutamate/GABA system

Many of the common genes identified by GO and GSEA analysis in stressed wild-type mice and BDNF Met allele carriers are implicated in glutamatergic and GABAergic neurotransmission (Table 2). For example, the NMDA receptor subunit genes *Grin2a* and *Grin3a* were both up-regulated in stressed wild-type and unstressed BDNF^Met/+^ female mice. Similarly, the metabotropic glutamate receptors *Grm1* and *Grm7* were up-regulated by stress in females, and *Grm5* was up-regulated in unstressed BDNF^Met/+^ female mice. 

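Both NMDA receptor subunit genes were several times higher in stressed BDNF+/+ and in unstressed BDNF Met/+ females. *Grin2a* encodes a glutamate-binding subunit and was 4.89-fold higher after stress (3.52 to 6.78) and 8.26-fold higher with the Met allele (5.99 to 11.4). *Grin3a* encodes a glycine-binding subunit and was 21.0-fold higher with the Met allele (9.66 to 60.8). In males both were lower, *Grin2a* at 0.484 after stress (0.338 to 0.688) and 0.409 with the Met allele (0.275 to 0.590), and *Grin3a* at 0.241 with the allele (0.117 to 0.466). *Grin2b* was 1.71-fold higher after stress and 1.92-fold with the Met allele in females, and stood at 1.11 in stressed males, not altered. *Grin2b* was chosen after its values were seen. The 5′ to 3′ ratio moved in the same direction as *Grin2a* and *Grin3a* in each of the 4 comparisons, by 1.05 and 1.26 log2 in females and −0.88 and −0.66 in males.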

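*Grm7* was higher in females after stress and with the Met allele, and *Grm5* with the allele alone. *Grm7*, a presynaptic receptor coupled to inhibitory G proteins, was 2.98-fold higher after stress (2.70 to 3.30) and 3.34-fold with the allele. *Grm5* stood at 1.37-fold after stress, short of the threshold, and was 2.02-fold higher with the allele (1.92 to 2.12). In males *Grm7* and *Grm5* stood at 0.503 and 0.455 after stress, both lower, and with the allele *Grm7* stood at 0.685, not altered, while *Grm5* was lower (log2 −0.74).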

Interestingly, the *Gabra1* gene, which encodes a GABA receptor subunit, showed the same pattern. In addition to neurotransmitter receptors, genes implicated in neurotransmitter release, such as *Rims1* and the Ca + channels *Cacna1b* and *Cacna1c*, were altered in both of these groups. 

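The neurotransmitter release genes named by the paper, *Rims1*, *Cacna1b* and *Cacna1c*, were higher in females in both comparisons. *Rims1*, a scaffold of the active zone, is listed at 2 loci, and the one with more reads lies on chromosome 1 of mm10 from 22288422 to 22432843. There it was 6.37-fold higher after stress (5.45 to 7.52) and 8.78-fold with the Met allele (7.52 to 10.4), and stood at 0.306 and 0.336 in males. *Cacna1b*, the pore of N-type calcium channels, lies on chromosome 2 from 24605419 to 24763152 and was 6.32-fold (5.57 to 7.17) and 8.58-fold (7.58 to 9.75) higher in females. In males it stood at 0.251 (0.190 to 0.332) and 0.345 (0.268 to 0.441). *Cacna1c*, the pore of an L-type channel, was 4.87-fold and 6.70-fold (5.79 to 7.82) higher in females, and stood at 0.419 and 0.641 in males. All these calls passed. Each moved in the same direction as the 5′ to 3′ ratio, which changed by 1.05 and 1.26 log2 in females and by −0.88 and −0.66 in males.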

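*Sox11* and *Dlx1*, transcription factors of developing and inhibitory neurons, were higher in stressed BDNF+/+ and in unstressed BDNF Met/+ males. *Sox11* was 1.99-fold (1.76 to 2.25) and 1.71-fold (1.51 to 1.94) higher, with normalized counts of 392, 780 and 671 in unstressed BDNF+/+, stressed BDNF+/+ and unstressed BDNF Met/+ males. In females it stood at 0.239 (0.206 to 0.277) and 0.278 (0.237 to 0.324). *Dlx1* was 1.62-fold (1.45 to 1.82) and 1.60-fold (1.43 to 1.79) higher in males and stood at 0.401 and 0.381 in females. *Hmgb1* and *Hmgb2*, taken here as the genes of the paper's *Hmg1* and *Hmg2*, encode DNA-bending proteins. *Hmgb1* stood at 1.23-fold after stress in males, not altered, was 1.53-fold higher with the Met allele (1.45 to 1.61), and stood at 0.557 and 0.552 in females. *Hmgb2*, with few reads, was 2.20-fold higher after stress in males (1.48 to 3.24) and stood at 1.70-fold with the allele (1.14 to 2.58), not altered. In females it stood at 0.606, not altered, after stress and 0.324 with the allele (0.189 to 0.537).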

Interestingly, males showed the opposite response profile of the NMDA and GABA genes, and up-regulation of the genes implicated in transcription and translation, such as the transcription factors *Sox11* and *Dlx1* and the DNA binding proteins *Hmg1* and *Hmg2*.

Beyond the neurotransmitter system, genes implicated in synaptic plasticity were changed in both groups. For example, the transmembrane cell adhesion molecule *L1cam* and the epigenetic modifying enzyme *Hdac4* both were increased in stressed BDNF^+/+^ females and unstressed BDNF^Met/+^ females. Both these changes, and those associated with neurotransmission, were unique to females and not observed in the intersection of these sets in male mice. 

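*L1cam* and *Hdac4* were higher in females and lower in males in both comparisons. *L1cam*, a neural adhesion molecule, lies on the X chromosome of mm10 from 73853780 to 73880834. It was 4.31-fold higher in stressed females (3.97 to 4.67) and 5.08-fold in unstressed BDNF Met/+ females (4.68 to 5.51), and stood at 0.566 (0.489 to 0.652) and 0.662 (0.576 to 0.759) in males. *Hdac4*, on chromosome 1 from 91932749 to 92180341, was 5.66-fold (4.08 to 8.09) and 9.66-fold (7.00 to 13.7) higher in females. In males it stood at 0.330 (0.249 to 0.433) and 0.274 (0.201 to 0.366). Both genes moved in the same direction as the 5′ to 3′ ratio in each comparison. That ratio changed by 1.05 and 1.26 log2 in females and by −0.88 and −0.66 in males.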

Again, males show the opposite response and down-regulation of these genes. (Tables 1, 2).

### The pre-stress state and the regulation of GR-binding genes

The hippocampus is known to be particularly sensitive to stress-induced glucocorticoid receptor (GR) activation, resulting in neuronal functional modulation^35, 36^. Recently, ChIP-sequencing identified a repertoire of GR-binding genes within the hippocampus that respond to the stress hormone corticosterone^36^. Because CA3 neurons of BDNF^Met/+^ mice showed a similar transcriptional profile to those of acutely stressed BDNF^+/+^ mice, we investigated whether the Met variant affected the GR-binding repertoire within CA3 neurons. Indeed, clustering male and female mice based on the expression of 1,550 GR binding genes showed that the CA3 transcriptional profile of unstressed BDNF^Met/+^ males and females mimicked gene expression changes in stressed BDNF^+/+^ mice (Fig. 6a). This clustering recapitulated that of Fig. 3d, where stressed BDNF^+/+^ and unstressed BDNF^Met/+^ clustered further from unstressed BDNF^+/+^ mice in females than in males. Interestingly, in male mice, this clustering was observed despite the fact that the GR gene itself was not altered by stress or by the Met allele.

**Fig. 6:**
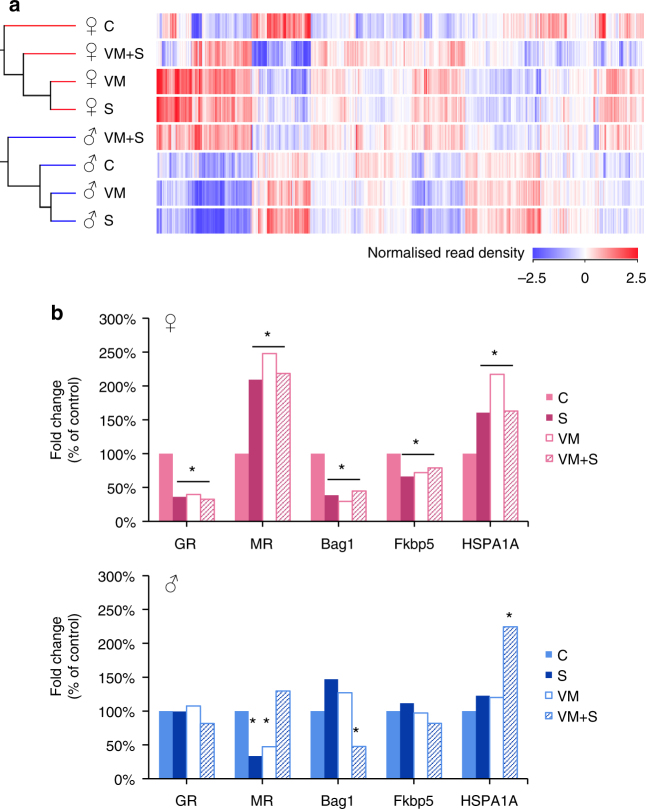
Similarities in unstressed BDNF^Met/+^ and stressed BDNF^+/+^ mice in regard to glucocorticoid receptor-binding genes are sex-specific. **a** Heat map representing the normalized read density of GR-binding genes across all groups in both males and females. The cladogram to the left indicates the similarity in gene expression profiles. **b** Bar charts depicting fold change of selected genes as per cent of unstressed wild type mice in females (left) and males (right). C unstressed BDNF^+/+^, S stressed BDNF^+/+^, VM unstressed BDNF^Met/+^, VM + S stressed BDNF^Met/+^

Levels of GR mRNA, as well as mRNAs for essential chaperone proteins were directly compared between stressed mice and BDNF^Met/+^ mice. A significant reduction in GR mRNA was observed in stressed females, but not in male mice. 

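The glucocorticoid receptor gene *Nr3c1*, on chromosome 18 of mm10 from 39410545 to 39490674, was lower in stressed BDNF+/+ proestrus females. Its normalized count was 2707 without stress and 1170 with it, 0.432 of the control (0.404 to 0.463). In metoestrus/dioestrus females it stood at 0.525, also lower. In males the counts were 2089 and 2122, a ratio of 1.02 (0.957 to 1.08). Of 31 genes that glucocorticoids induce, 11 were higher, 11 lower and 9 not altered in stressed females (median log2 0.32). *Sgk1* was 2.92-fold and *Per1* 2.67-fold higher. In males 10 were higher, 2 lower and 19 not altered (median 0.36), with *Fam107a* 2.01-fold and *Mt1* 2.82-fold higher.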

Further, BDNF^Met/+^ female showed a significant decrease in GR mRNA levels at baseline, whereas males did not. 

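In unstressed BDNF Met/+ females *Nr3c1* had a normalized count of 1389, which is 0.513 of that in BDNF+/+ females (0.478 to 0.550). In unstressed BDNF Met/+ males it was 2286, a ratio of 1.09 (1.03 to 1.16) that did not reach the threshold of 1.5. The stressed BDNF Met/+ libraries held 1119 in females and 1869 in males, 41.3% and 89.5% of the control. Glucocorticoid-induced genes were higher in 6, lower in 11 and not altered in 14 of 31 in unstressed BDNF Met/+ females (median −0.29), with *Fam107a* at 0.164 and *Mt1* at 0.195. In BDNF Met/+ males 3 were higher, 8 lower and 20 not altered (median −0.16), with *Klf9* at 0.443 and *Sgk1* at 0.533.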

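*Nr3c2*, the mineralocorticoid receptor gene on chromosome 8 of mm10 from 76902508 to 77243639, was 2.51-fold higher in stressed BDNF+/+ females (2.35 to 2.69) and 3.20-fold higher in unstressed BDNF Met/+ females (2.99 to 3.42). In males it stood at 0.343 (0.320 to 0.367) after stress and 0.480 (0.452 to 0.510) with the Met allele, both lower. In stressed BDNF Met/+ mice it reached 277% of the control in females and 142% in males. Normalized counts in unstressed BDNF+/+ mice were 1164 in females and 3025 in males. After stress and with the Met allele, *Nr3c2* moved with the 5′ to 3′ ratio. That ratio changed by 1.05 and 1.26 log2 in females and by −0.88 and −0.66 in males.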

Mineralocorticoid receptor (MR) levels in females show the opposite pattern to that of GR, and also differed from that in males. Finally, the GR chaperones *Bag1* and *Fkbp5*, which can regulate GR translocation to the nucleus, were significantly decreased in stressed BDNF^+/+^ females and in female Met allele carriers, but not changed in BDNF^+/+^ male mice with stress or with the Met allele (Fig. 6b). Thus stress and the BDNF Met allele induced a greater change of GR binding gene expression in females than in males.

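*Bag1*, a cochaperone of Hsp70, was lower in stressed BDNF+/+ and unstressed BDNF Met/+ females, and *Fkbp5*, an immunophilin that binds Hsp90 in receptor complexes, was not. *Bag1* stood at 0.463 after stress (0.444 to 0.483) and 0.380 with the Met allele (0.361 to 0.399). *Fkbp5* stood at 1.31-fold after stress (1.22 to 1.40), short of the threshold, and was 1.57-fold higher with the allele (1.47 to 1.68), a call lost with scaling by total counts (log2 0.28). In males *Bag1* was 1.50-fold higher after stress (1.45 to 1.56), a call lost with TMM (log2 0.58), and stood at 1.29-fold with the allele, not altered. *Fkbp5* stood at 0.986 and 0.974 in males. *Hspa1a*, an inducible Hsp70 gene that may share reads with *Hspa1b*, was 1.93-fold (1.74 to 2.14) and 2.80-fold (2.53 to 3.11) higher in females and stood at 1.25-fold and 1.22-fold in males. In stressed BDNF Met/+ mice *Bag1* was at 56.8% of the control in females and 52.4% in males, *Fkbp5* at 172% and 105%, and *Hspa1a* at 206% and 246%. Of 19 corticosteroid receptor and chaperone genes, 5 were higher and 3 lower in stressed females, and 8 higher and 3 lower with the allele. In males 3 were higher and 2 lower after stress, and 1 was lower with the allele. After the clustering of receptor-bound genes and these levels, the paper concludes that stress and the Met allele changed receptor-bound genes more in females than in males.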

### Sex-specific spatial memory performance of BDNF Met carriers

Stress-sensitive behavioural tests of spatial memory were conducted to address the in vivo outcomes of these molecular differences. In males, stress affects hippocampal CA3 neurons by inducing dendritic remodelling, ultimately leading to behavioural effects such as memory impairment^10, 12, 37, 38^, whereas this does not occur in the same way in females^39^. Indeed, chronic restraint stressed female rats tested in the radial arm maze and object location tasks displayed enhanced spatial memory performance, whereas males were impaired in all memory tests^39^. This was associated with stress-increased levels of 5-HT and norepinephrine in the CA3 of females, but not males, and increased GABA in males, but not females^40^. The Met allele also interacts with the encoding of object location in the hippocampus, both in humans and experimental animal models^27, 41, 42^.

Because transcriptional regulation of BDNF^Met/+^ mice in CA3 neurons closely mimics that of acutely stressed BDNF^+/+^ mice, we assessed whether the effect of the Met allele on cognitive behaviour recapitulated that of acute stress. The object placement paradigm was used to assess performance memory tasks (adapted from Ennaceur *et al*.^43, 44^). During the habituation phase in the open field, mice did not display any genotype effects in either the distance travelled or the time spent in the centre of the arena (Supplementary Fig. 3). Male and female mice showed no genotype effect in time spent exploring objects during the acquisition phase. During the recall day both sexes showed an increased time in exploring the objects after acute stress (females: F_(1,44)_ = 10.36, *P* < 0.05; males: F_(1,44)_ = 15.07, *P* < 0.001) (Fig. 7a). However, regardless of the stress-induced increase in exploration time, male mice displayed a lower discrimination index after acute stress regardless of genotype (F_(1,44)_ = 4.41, *P* < 0.05). This effect was not observed in female mice. Instead, BDNF^Met/+^ female mice showed poor performance in discriminating the misplaced object, regardless of stress (F_(1,44)_ = 8.15, *P* < 0.01) (Fig. 7b). Finally, cognitive behaviour of unstressed BDNF^Met/+^ mice did not recapitulate that of stressed BDNF^+/+^ mice, regardless of sex. Thus behaviour of the animal does not reflect what we observe in CA3 neurons, implying that other brain regions are likely compensating and complementing each other.

**Fig. 7:**
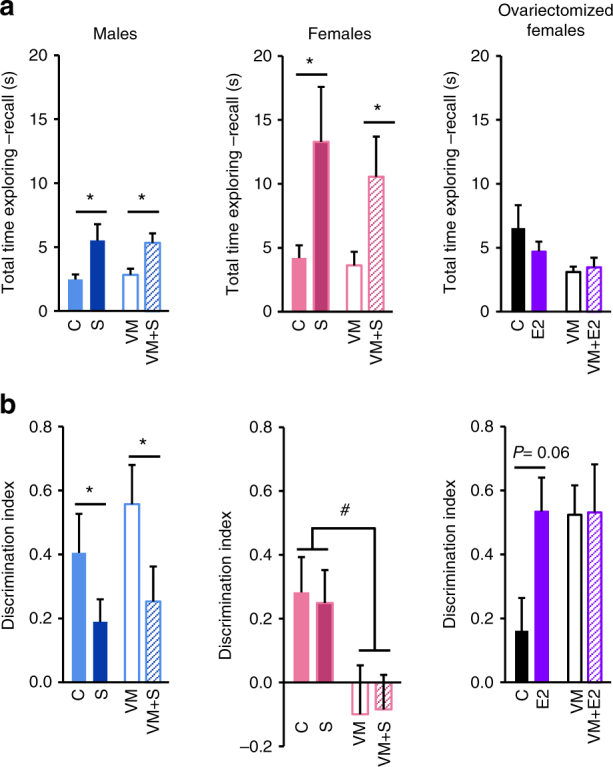
The BDNF Met allele interacts with a spatial memory task in females but not in males. **a** Total time exploring either object during the recall phase. **b** Discrimination index ((displaced−stationary)/(displaced + stationary)) of BDNF^+/+^ and BDNF^Met/+^ mice during the recall day. A subset of mice in both groups had been exposed to acute stress before testing. While acute stress affected males and not females, BDNF^Met/+^ females showed a deficit in the discrimination index compared with BDNF^+/+^ females. Values are means + SEM of 8–17 determinations. *P < 0.05 versus the unstressed matched genotype; #*P* < 0.05 versus wild type. Intact mice: C unstressed BDNF^+/+^ (*n* = 11 male, *n* = 17 female), S stressed BDNF^+/+^ (*n* = 8 male, *n* = 11 female), VM unstressed BDNF^Met/+^(*n* = 15 male, *n* = 11 female), VM + S stressed BDNF^Met/+^ (*n* = 14 male, *n* = 9 female). Ovariectomized mice: C unstressed ovariectomized BDNF^+/+^ females (*n* = 8), E2 unstressed ovariectomized BDNF^+/+^ females treated with oestradiol (E2) (*n* = 9), VM unstressed ovariectomized BDNF^Met/+^ females (*n* = 10), VM + E2 unstressed ovariectomized BDNF^Met/+^ females treated with E2 (*n* = 9)

Given that only BDNF^Met/+^ females displayed cognitive impairment regardless of stress, we investigated whether the Met allele interacted with estradiol to affect memory. BDNF^Met/+^ females and their matched BDNF^+/+^ were ovariectomized and replaced either estradiol (300 nM in 0.1% ethanol) or vehicle (0.1% ethanol) in drinking water for 4 weeks. Ovariectomized BDNF^Met/+^ females treated with vehicle did not exhibit memory impairment in the novel object placement test, resembling unstressed BDNF^Met/+^ males. There was a trend for estradiol replacement to improve memory only in BDNF^+/+^ but not in BDNF^Met/+^, which still displayed no impairment in cognitive performance (Fig. 7b). These findings indicate that memory impairment in Met carriers is associated with endogenous circulating ovarian hormones. However, exogenous estradiol did not reestablish the impaired phenotype, suggesting a role for other ovarian hormones. Thus, the BDNF Met allele induced unique behavioural phenotypes in gonadal-intact males and females, with females exhibiting impaired memory at baseline.

## Discussion

While CA3 pyramidal neurons of the hippocampus are a major nexus of stress-induced changes in neuronal structure, memory function, and BDNF expression, it is not normally regarded as a target of sex differences or sex hormones. Yet the findings of the present study demonstrate that acute stress induces a remarkable array of sex- and genotype- specific translational profiles of mRNA isolated from CA3 pyramidal neurons, which are targets of BDNF^45^. The remarkable sex differences in the effects of acute stress were recapitulated, along with a substantial genotype difference, in unstressed heterozygous BDNF Val66Met (BDNF^Met/+^) mice, a model of genetic susceptibility to stress^20^, which displayed a pre-stressed translational phenotype, i.e., genes, except immediate early genes, were altered in the absence of acute stress. For example, unstressed BDNF Val66Met mice and stressed wild-type mice showed similar alterations in both the glutamatergic and glucocorticoid pathways. In relating these dramatic differences in one neuron type, CA3 neurons, to the overall behaviour of the animal, it is clear that behaviours which require the whole brain cannot be explained by a single cell phenotype. The dramatic differences at the single cell level indicate that the brain is constructed in a way that specific cell types and pathways may be programmed so as to complement and counterbalance each other.

Previous studies have used RNA-seq and microarray in heterogeneous brain tissues or have investigated cell-specific targets using in-situ hybridisation. Here, we utilized the TRAP approach to combine this cell-type specificity with high throughput quantitative genome-wide analysis to investigate the cell-type-specific molecular underpinnings of sex differences in CA3 pyramidal cells. In mouse CA3 pyramidal neurons, we found that acute stress affected the expression of a greater number of genes and pathways in proestrus females than in males, suggesting that stress vulnerability of females may be due to higher transcriptional sensitivity to stress in the hippocampus. This is consistent with previous findings showing that acute stress induced stronger hippocampal gene transcription in females than in males^46–48^. For example, we found that stress in females, but not males, increased expression of genes implicated in the glutamatergic/GABAergic neurotransmission and glycosylation pathways. This supports the observation that developmentally programmed sex differences, and possibly sex hormones, drive gene expression changes in discrete brain regions^49^.

We found that sex differences surpassed differences between oestrous cycle stages, and that the oestrus cycle had minimal effect on the translational profile. This could be explained by the lower oestrogen receptor immunoreactivity in the CA3 region compared with other subregions of the hippocampus^50^, and also by the largely non-genomic actions of ovarian hormones in the hippocampus^51^. However, in other brain regions, the effect of the oestrous cycle can surpass sex differences. For example, Duclot and Kabbaj^52^ have shown that the oestrous cycle surpasses sex differences in regulating the transcriptome of the rat medial prefrontal cortex. While hormonal replacement would elucidate whether oestrous cycle surpasses sex differences, or vice-versa, such an approach would entail stressful survival surgery and the stress of hormone treatment. Stressful experiences alter the translational profile from the naive state, making it difficult to compare to naive intact animals^53, 54^.

To further explore sex differences in response to stress in a model of genetic susceptibility to stress, we analysed the translational profile of heterozygous BDNF^Met/+^ mice. The CA3 pyramidal neuron transcriptome of unstressed BDNF^Met/+^ mice displayed high similarities with gene expression changes observed in wild-type mice after acute stress. Commonalities between pathways and genes induced in stressed wild-type mice and those induced in unstressed BDNF^Met/+^ mice were greater in females than in males. GESA and GO analyses of commonly altered genes revealed unique pathways in males and females, with females showing alteration of glutamatergic and GABAergic systems. This suggests that that the pre-stress phenotype of heterozygous BDNF ^Met/+^ mice is significantly associated with alteration of the inhibitory/excitatory balance. The interplay of BDNF and the glutamatergic system suggests that the BDNF Val66Met mouse model could bridge the gap between the neurotrophic^55^ and glutamatergic^56^ hypotheses of depression. Glutamatergic neurotransmission is finely tuned by the action of corticosteroids on MR and GR, respectively^57^. It has been shown that corticosterone surge induced by acute footshock stress increases the size of the readily releasable pool of glutamatergic vesicles in the prefrontal cortex, through non-genomic mechanisms involving both MR and GR^58, 59^.

Because GR plays a critical role in stress reactivity, we examined how the BDNF Met variant affected a repertoire of GR-binding genes within CA3 neurons of male and female mice. We found that unstressed BDNF^Met/+^ mice displayed a similar transcriptional profile of GR binding genes to that of stressed wild-type mice. However, stress and the BDNF Met variant caused significantly greater alterations to several genes in females compared with males, such as *Nr3c1* (GR), *Nr3c2* (MR), *Bag1*, *Fkbp5* and *Hspa1a*. Thus we speculate that the pre-stressed transcriptional profile of CA3 neurons is associated with the regulation of GR binding genes, which in turn affect the GABAergic/glutamatergic balance. Further investigation is warranted to examine whether the dramatic sex differences in gene expression we have observed are associated with comparable genome-wide sex differences in protein levels.

The pre-stress profile after acute stress is in line with recent findings by Gray et al.,^29^ in which the BDNF^Met/+^ male mice have a translational profile similar to BDNF^+/+^ mice exposed to chronic restraint stress. When female mice were included to investigate gene expression change in CA3 pyramidal neurons, we found that (i) acute stressed induced more genes in females than in males; (ii) the majority of genes that were up-regulated in females were down-regulated in males, and vice-versa; (iii) the pre-stressed phenotype of BDNF^Met/+^ mice was greater in females than in males.

Given the differences in gene expression in CA3 pyramidal neurons, we assessed whether sex differences or the Met allele alter behaviour. Performance in the object placement task relies on short-term and long-term hippocampal spatial memory^44^, particularly the CA3 region^40^. Carriers of the BDNF Met allele did not directly recapitulate the behavioural effects of acute stress. In females, the BDNF Met allele interacted with spatial memory performance, with BDNF^Met/+^ females showing an impaired discrimination index regardless of stress. In males, the BDNF Met variant did not affect spatial memory performance. However, acute stress caused an impairment of discrimination index regardless of genotype. Thus, BDNF^Met/+^ females exhibit impaired memory, even in the absence of stress.

We demonstrated that this phenotype was causally associated with circulating ovarian hormones and not recapitulated by oestradiol replacement. Indeed, ovariectomized BDNF^Met/+^ females did not display impairment in the object placement test, resembling unstressed BDNF^Met/+^ males, and oestradiol replacement could not induce the memory impairment in ovariectomized BDNF^Met/+^ females as observed in intact BDNF^Met/+^ females. This suggests that oestradiol alone is not responsible for the impairment in cognitive performance of Met carriers. Rather it is the interplay with other ovarian hormones, the endogenous natural fluctuation of intact mice, and the gene-expression altering effects of the stress of surgery and hormone treatment that induce a unique behavioural phenotype.

Importantly, differences in the translational profile of a single cell type cannot by themselves account for all the sex and genotype behavioural differences. This is not unexpected and suggests that there exists a wide range of sex and genotype differences throughout the brain that result in males and females functioning in similar ways via somewhat different gene expression mechanisms^6–8^. Baseline differences of sex-biased genes have a crucial role in brain development and neurodevelopmental disorders^60^, and are widespread in all major brain regions in the adult human brain^61^. Along with the sex-dimorphic gene expression discussed here, there are also functional differences in how brain regions of males and females respond to common experiences^8^. This opens the question of how sex-specific genetic background interacts with environmental stimuli, such as stress, to induce distinct coping strategies in males and females. In humans, women are more likely to develop neuropsychiatric disorders classically associated with stressful experiences^62–64^. One study reported that the sex-specific transcriptional response to stress in the nucleus accumbens contributes to sex differences in stress vulnerability^65^. The authors demonstrated that subchronic variable stress in mice alters transcriptional pathways in a sex-dependent manner, which is associated with behavioural susceptibility in females and resilience in males.

Previous results have shown that the BDNF Met allele interacts with the oestrus cycle in the control of hippocampal function^27^, and anxiety-like behaviour^28^. Increases in circulating oestradiol are known to induce hippocampal BDNF mRNA and protein in female mice and rats; and oestradiol requires BDNF signalling to enhance hippocampal synaptic plasticity and dendritic spine formation^66–69^. Because of the importance of BDNF in oestradiol-mediated plasticity, we believe that gonadal hormones modulate the sex-dimorphic pre-stress transcriptional profile of BDNF^Met/+^ mice, inducing higher genetic susceptibility in females. Thus, hormone-regulated gene expression changes in CA3 neurons may reveal novel underpinnings for understanding sex differences in the brain. Investigating the translational profiles of hippocampal subfields, as well as subfields of other brain regions, will pave the way for a better understanding of how brain circuits are programmed as a function of sex and genotype.

## Methods

### Animals

Male and female C57/BL6 mice aged 3–4 months expressing an Enhanced Green Fluorescent Protein (EGFP) sequence fused to L10a of the large ribosomal subunit under control of a Gprin3 promoter (EGFPL10a) were generated using bacterial artificial chromosomes (BACs), as previously described^29^. BDNFVal66Met knock-in mice were generated in the Lee lab, as previously described^70^. Animals were randomly assigned to stressed or non-stressed groups. One group of animals was unstressed and homozygous for the wild type BDNF allele (BDNF^+/+^; C). The second group of mice were heterozygous for the BDNFVal66Met knock-in allele (BDNF^Met/+^; VM). A third group included C and VM mice that were exposed to acute stress using the forced-swim stressor paradigm (S and VM + S, respectively). Animals were group housed (*n* = 4–5) in standard cages (28.5 × 17 × 13 cm) and were kept on a 12-h light-dark cycle (lights off 1900hours) in a temperature-controlled room maintained at 21 ± 2 °C. Food and water were available ad libitum. Vaginal cells were collected to identify oestrus cycle stage by flushing the vagina with 70 ul of 1× PBS. Cells were placed on a microscope slide to dry, fixed and stained with Hema3® solution (Fischer, USA), and analysed on a light microscope at ×4 and ×10 magnification. Female mice used for TRAP protocol were grouped according to their oestrus cycle stage: proestrus (high oestradiol), metoestrus/dioestrus (low oestradiol). All procedures were performed in accordance with the National Guidelines on the Care and Use of Animals and a protocol approved by The Rockefeller University Animal Care and Use Committee.

### Surgery and oestradiol replacement

Two month-old BDNF^+/+^ and BDNF^Met/+^ mice were anaesthetized with a solution of ketamine (75 mg kg^−1^) and xylazine (7.5 mg kg^−1^), hair was removed from each flank using an electric shaver, and the ovaries were removed via a small incision made on each flank. Mice were allowed to recover for 2 weeks before oestradiol replacement began. BDNF^+/+^ and BDNF^Met/+^ mice were treated with either 300 nM β-estradiol in 0.1% ethanol, or with 0.1% ethanol vehicle solution, administered ad libitum in drinking water. Solutions were changed twice weekly, and treatment continued for 6 weeks. Mice were weighed weekly starting from the first day of treatment. Novel object location was assessed during the fourth week of treatment.

### Stress procedure (Forced-swim stress)

Mice were subjected to a six-minute swimming task in a 4L-graduated cylinder containing 2500 ml of room-temperature water. Control mice were left undisturbed in their home cage. After a 40-minute recovery period, mice were cervical dislocated, immediately decapitated, brains were removed and hippocampi were fresh dissected and prepared for TRAP protocol.

### TRAP protocol

Translating Ribosome Affinity Purification (TRAP) was performed, as described by Heiman et al.^33^ Briefly, hippocampal tissue from Gprin3–EFGPL10a mice (*n* = 5–6 mice per group were pooled for each TRAP to achieve the necessary minimum yield for RNA sequencing) was dissected out and placed in ice-cold dissecting buffer (HBSS, 2.5 mM HEPES- KOH, 35 mM Glucose, 4 mM NaHCO_3_, 100 μg/ml cycloheximide). Tissue was manually homogenized in homogenisation buffer (10 mM HEPES-KOH, 150 mM KCl, 5 mM MgCl2, 0.5 mM DTT, protease inhibitors, RNasin and Superasin RNAse inhibitors, 100ug/mL cycloheximide) and centrifuged at 2000×*g* for 10 min at 4 °C, and supernatants were incubated with Nonidet P-40 for 5 min on ice before a 15-min spin at 20,000×*g* at 4 °C. Supernatant was applied to Streptavidin MyOne T1 Dynabeads (Invitrogen, USA; catalogue no. 65601) that had been incubated with biotinylated protein-L (Pierce, USA; catalogue no. 29997) and α-EGFP antibodies (19C8 and 19F7 from the MSKCC antibody core facility) overnight at 4 °C in 0.15 M KCl buffer containing (10 mM HEPES, 0.15 M KCl, 5 mM MgCl, 1% NP40, 0.05 mM DTT, RNasin RNAase inhibitor, 100 μg/mL cycloheximide). After immunoprecipitation, unbound fractions were saved, and beads were washed five times with 0.35 M KCl wash buffer (as above with 0.35 M KCl) before beads were resuspended in lysis buffer (Stratagene Absolutely RNA Nanoprep Kit no. 400753). Unbound fraction was isolated using Qiagen Lipid RNA isolation kit (Qiagen, Germany; cat#74804) using a Qiacube (cat#9001292) per the manufacturer’s instructions. Quantification and RNA integrity were determined by using a Bioanalyser (Agilent Technologies, USA), and only samples with RNA Integrity Numbers greater than eight (out of 10) were used for sequencing. 

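In the 8 libraries of bound RNA, *Gprin3*, the gene whose promoter drives the tag, had a mean of 124 reads (SEM 35.7, n = 8 libraries of different groups), from 24 in unstressed BDNF+/+ females to 327 in stressed BDNF Met/+ females. *Gfap*, an astrocyte gene, had a mean of 3252 reads (SEM 651), from 616 in stressed BDNF Met/+ females to 5709 in stressed BDNF+/+ males. *Gprin3* lies on chromosome 6 of mm10 from 59352461 to 59426290 and *Gfap* on chromosome 11 from 102887336 to 102897200. *Gfap* stood at 0.512 in stressed BDNF+/+ females and 0.335 in unstressed BDNF Met/+ females against unstressed BDNF+/+ females, both lower. The unbound fraction was not analysed here.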

Specificity of the TRAP protocol was verified by measuring *Gprin3* and *Gfap* expression in RNA sequencing of TRAP fraction versus the unbound fraction (Supplementary Fig. 4).

### RNA-sequencing

A total of 200 ng of RNA per group was prepared for sequencing by The Rockefeller University Genomics Core Facility using the TrueSeq RNA Sample Preparation Kit v2 (Illumina, USA). A single sequencing library was used per experimental group, comprising of RNA pooled from 5 to 6 animals. The libraries were barcoded to allow for multiplexing within a flow cell lane. Barcoded complementary DNA (cDNA) libraries were sequenced on an Illumina HiSeq 2500 in a single lane to obtain 100-bp single-end reads at an approximate sequencing depth of 35 million reads per sample. The reliability of pooled TRAP-Seq libraries was validated by qRT-PCR in a previous publication^29^.

### Object placement task

A separate set of mice was habituated to an arena (l = 45 cm, w = 45 cm) for two days for 15 min each day. The total distance covered, and the total time spent in the centre were measured using EthoVision® (Noldus, The Netherlands). 24 h later two identical objects (plastic princess dolls) were placed in the arena and the mice were allowed to explore for 10 min. After 24 h one of the objects was moved to the opposing corner of the arena, and mice were allowed to explore the arena for 5 min. The test was videotaped by a camera placed above the arena. The amount of time spent exploring each object was measured using JWatcher™ by an experimenter who was blind to all of the experimental conditions. The discrimination index was calculated as (displaced–stationary)/(displaced + stationary). Animals that showed > 70% preference for one of the objects during acquisition, as well as animals that did not explore the objects during either phase, were excluded from the analysis.

### Sequencing analysis and statistics

Raw reads were trimmed to remove sequencing artefacts (10 bp from 5′ end) and filtered to remove low quality reads (read with a quality score < 20 in > 10% of bases were discarded) before alignment to mouse genome (mm10) using TopHat2. Filtering reduced the likelihood of false discovery due to errant mapping or trace contaminant in a single sample. Differential expression analysis was conducted with Strand NGS software (Agilent Technologies, USA), in which DESeq was used to quantify transcript reads and obtain Z scores and fold change values for individual genes. Genes with *P* < 0.001, Benjamini–Hochberg false discovery rate corrected, and fold change greater than 1.5 were selected for further analysis. Differences in integrated read density were visualized against the mouse genome by using the Venn diagram and heatmap tools of Strand NGS. Individual gene expression was visualized using IGV (Broad Institute, USA). GO categories were manually curated from results of the Database for Annotation, Visualization and Integrated Discovery (DAVID) functional annotation cluster tool. Gene cluster enrichment was calculated using Gene Set Enrichment Analysis (GSEA; Broad Institute, USA). The top 10% of the most enriched pathways were plotted as a cluster map using open source software (Cytoscape®). Microsoft Excel (Microsoft, USA) was used to obtain gene expression profiles by sorting genes based on fold change. Behavioural data were analysed using GraphPad Prism (GraphPad Software, Inc., USA) by performing a *t*-test (two-sided) or a two-way ANOVA followed by Neumann–Keuls *post-hoc* analysis. A *P*-value ≤ 0.05 was considered as statistically significant.

### Estimates of effect size and statistical power

On the basis of previous behavioural studies we have found that a sample size of 8–12 allows us to reliably detect changes of the magnitude we are examining (α = 0.05). Variance is similar among the groups that are being compared.

### Data availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE100579 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100579). All other relevant data are available from the authors upon reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: A sexually dimorphic pre-stressed translational signature in CA3 pyramidal neurons of BDNF Val66Met mice
**Source:** Nat Commun. 2017 Oct 9;8:808. doi: 10.1038/s41467-017-01014-4
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figure 1

Stress-Sensitive Genes

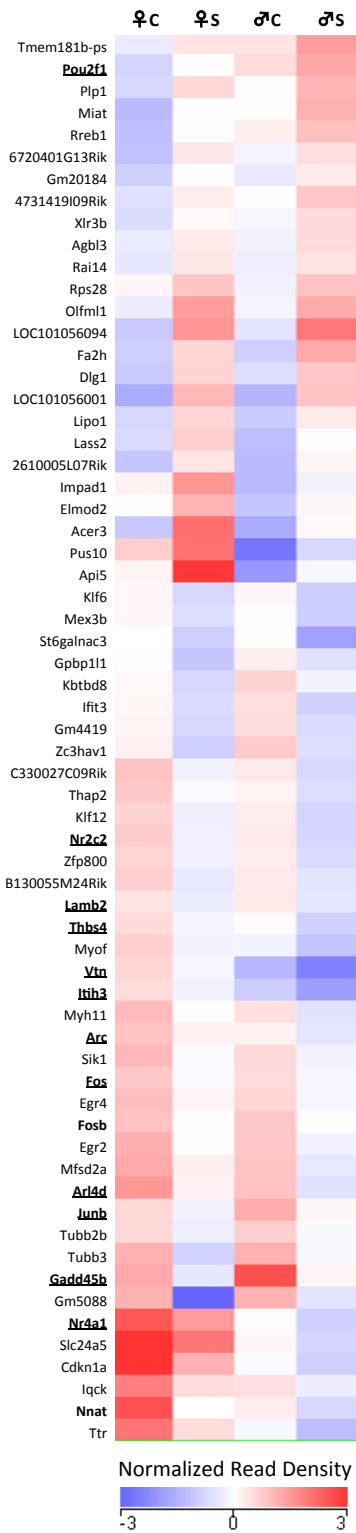

Commonality in stress-dependent gene expression change in males and females. Heat map representing the normalized read density of the 65 genes that are either up-regulated ($FC \geq 1.5$, $p < 0.001$) or down-regulated ($FC \leq -1.5$, $p < 0.001$) after stress in both male and female BDNF^{+/+} mice. Genes in bold have a known function in stress. C: unstressed BDNF^{+/+}; S: stressed BDNF^{+/+}.

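Of the genes altered in the same direction after stress in BDNF+/+ females and males, the 27 higher ones included 10 immediate early genes, *Egr2*, *Egr4* and *Gadd45b* among them. *Gadd45b*, a growth arrest gene, was 1.63-fold higher in females and 1.67-fold in males. Others were *Cdkn1a*, the p21 cell cycle inhibitor, at 2.17-fold and 1.97-fold, *Lamb2*, a laminin, at 5.21-fold and 3.12-fold, and *Tubb3*, a neuronal tubulin, at 1.58-fold and 1.54-fold. Of the 27 genes, 16 were also higher after stress in metoestrus/dioestrus females, 7 in BDNF Met/+ females and 15 in BDNF Met/+ males, and 2, 7 and 2 were lower there. The 29 lower genes included 1 immediate early gene, *Klf6*. *Miat*, a noncoding RNA, stood at 0.147 in females and 0.598 in males, *Pou2f1* at 0.212 and 0.540 and *Rps28* at 0.443 and 0.411. Of the 29 genes, 17 were lower after stress in metoestrus/dioestrus females, 9 in BDNF Met/+ females and 3 in BDNF Met/+ males, and 1, 2 and 3 were higher there. *Gadd45b*, *Cdkn1a*, *Lamb2*, *Tubb3*, *Rps28* and *Pou2f1* were chosen after their values were seen.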

a

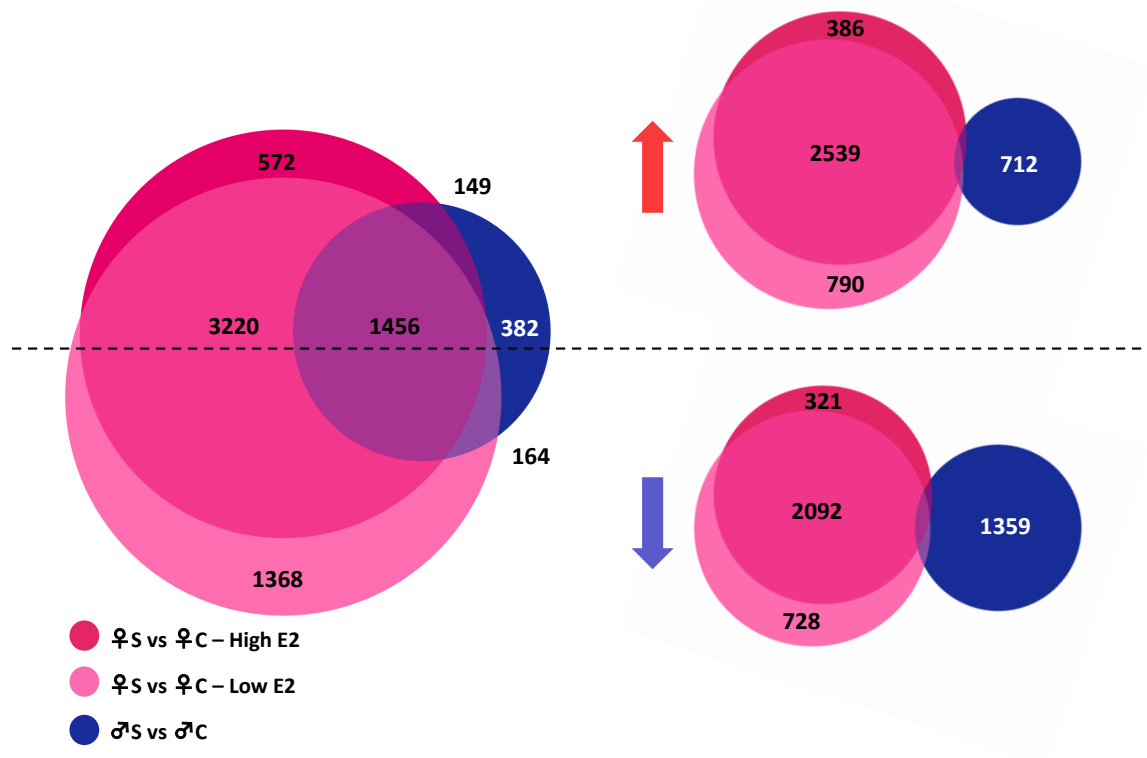

b

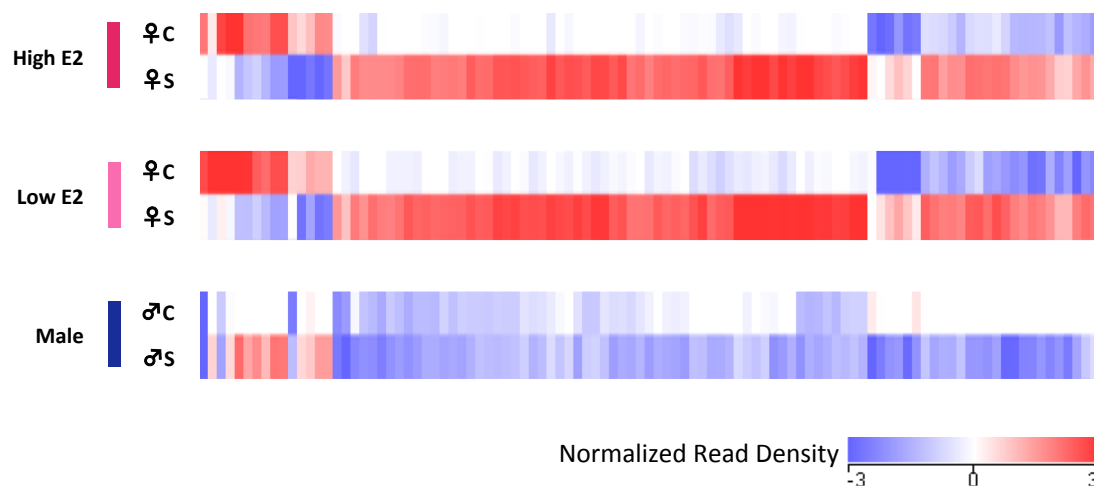

Translational profile in response to stress of CA3 pyramidal neurons is similar across oestrous cycle stages. (a) (Left) Venn diagram depicting the number of genes altered by acute stress in females in proestrus (high oestradiol, dark pink circle), females in metoestrus/dioestrus (low oestradiol, light pink circle), and males (blue circle) (Z-score < 0.001; absolute fold change > 1.5). (Right) Venn diagrams are broken into up-regulated (red arrow) and down-regulated (blue arrow) genes. (b) Heat map representing the normalized read density of the 100 genes with the highest variance across all groups. C: unstressed BDNF^{+/+}; S: stressed BDNF^{+/+}; E2: estradiol.

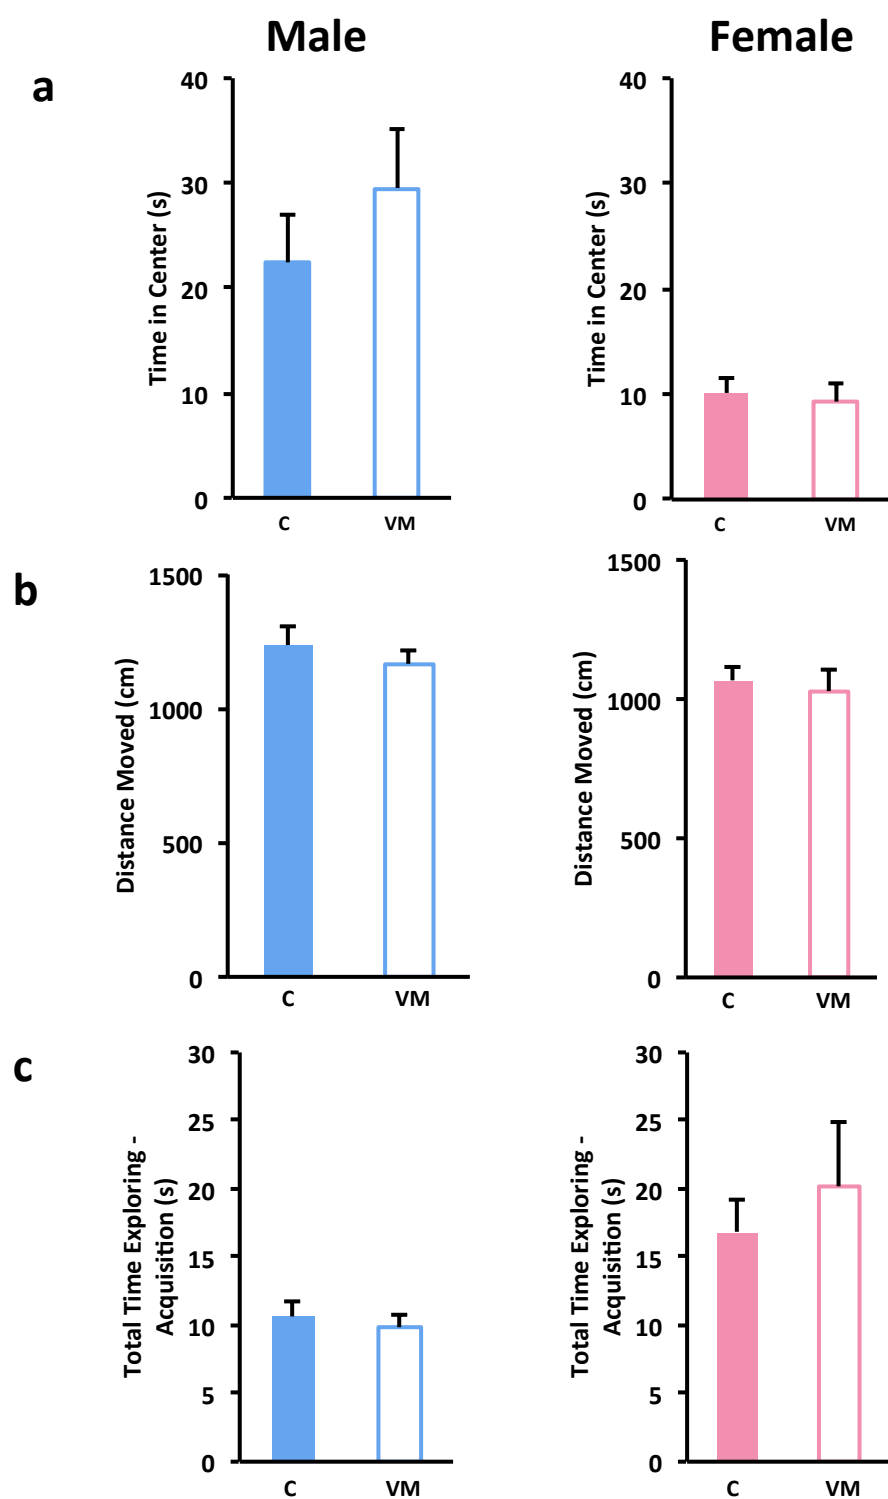

Behavioural similarities between sexes and genotypes. (a) Time spent in the centre of the arena and (b) distance travelled in the open field during the habituation phase. (c) Total time exploring either object during the acquisition phase. Values are mean $\pm$ SEM of 19-29 determinations. T-tests are negative for all of the comparisons. $p < 0.05$ C: unstressed BDNF^{+/+} (n=19 males, n=28 females); VM: unstressed BDNF^{Met/+} (n=29 males, n=20 females).

Supplementary Figure 4

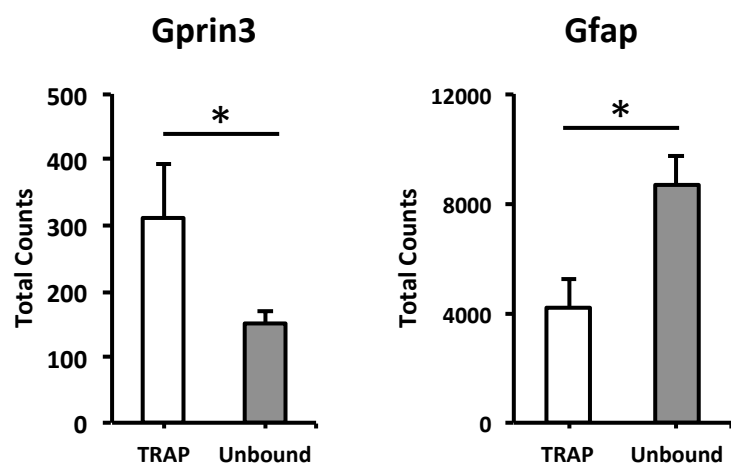

Gprin3 is enriched in TRAP fraction. Raw counts of translating ribosome affinity purification-immunoprecipitation (TRAP-IP) and unbound mRNA isolations for *Gprin3* in the TRAP fraction and the glial specific marker *Gfap* in the unbound fraction. Values represent the mean $\pm$ SEM of 8 determinations (combination of both sexes, genotypes and stress treatments) per group. *z-score ≤ 0.001 .

How the deposited data were processed for this re-analysis (not part of the article)

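The data are TRAP-seq libraries of CA3 pyramidal neurons, 1 library per group and 10 in all, each from the pooled RNA of 5 to 6 mice. They cover unstressed and acutely stressed BDNF+/+ and BDNF Met/+ males and proestrus females, and unstressed and stressed BDNF+/+ females in metoestrus/dioestrus. The mapping of libraries to groups came from the sample labels and the paper, which differ in the name of the high-oestradiol stage.

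The authors trimmed and filtered the reads, aligned them with TopHat2 to mm10 and quantified them in Strand NGS with DESeq. The versions of these tools are not given in the sources used here. The 2 deposited tables hold the authors' expected counts per gene and exon, in which reads that fit several features are split into fractions, and no normalization had been applied to these deposited counts. One table holds the 8 libraries of proestrus females and males and the other the 6 BDNF+/+ libraries, with 4 libraries in both. The gene table has 36172 gene entries with 35793 symbols, and 454 entries share a symbol with another. Symbols that a spreadsheet had turned into dates were kept as the table gives them and are not named. The exon table has 475637 entries. Reads assigned to genes ranged from 20546587 to 24859541 over the 8 libraries (median 24143564), and had a median of 14837955 over the metoestrus/dioestrus libraries. The 10 genes with the most reads took 4.02% to 5.81% of a library's reads.

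Counts were read and compared with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9. Genes with a mean raw count of at least 10 were tested, 14703 in the 8-library table and 14749 in the 6-library table. Counts were scaled by the DESeq median-of-ratios method. For a pair of libraries, a gene was called altered if its fold change on scaled counts plus 1 exceeded 1.5 and an exact two-sided binomial test on the reads, adjusted by Benjamini-Hochberg, gave a p under 0.001. These are the thresholds the paper states. With 1 library per group this test compares libraries, not conditions. Folds have 95% exact (Clopper-Pearson) intervals that cover counting error only, and a count of 0 allows up to 3 counts. Overlaps were set beside the overlap of independent lists and, for comparisons against one control library, beside simulated unchanged libraries with an assumed BCV of 0, 0.2 or 0.4. The 27 possible expression profiles were counted as the paper defines them. Libraries were clustered by average linkage on the 100 most variable genes.

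Effects were also tested across pairs of libraries with edgeR 4.0.16 (quasi-likelihood F-test, Benjamini-Hochberg adjusted p under 0.05) in R 4.3.3. These tests were the effect of stress over 5 pairs and in BDNF+/+ females over both cycle stages, the difference between the sexes in the effect of stress in BDNF+/+ mice, the effect of the Met allele over 4 pairs, its difference between the sexes, and the effect of sex. The pairs match sex, genotype, cycle stage or stress by design and enter as a block. The fits for stress in BDNF+/+ females and for the sexes' difference in stress effect had 1 residual degree of freedom each. DESeq2 1.42.0 was run as an alternative.

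The 43 gene lists cover gene functions, markers of cell types and the genes of Tables 1 and 2. Medians of lists were compared with 10000 random lists of the same size, matched on mean expression, and intervals of medians came from 1000 bootstrap draws over genes. Lists of nuclear-retained RNAs and of other pituitary genes were added later. The text names the genes that the paper names, 2 to 4 abundant members of each list that passed in the direction of its majority, up to 5 genes per direction with the largest change and a mean normalized count of at least 100, the 10 genes with the smallest p of each edgeR test, and the sex-linked genes that check the labels. Of profiles and of genes shared by comparisons, abundant members are named, a rule set after the data were seen. Other genes are said to be chosen after their values were seen.

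The alternatives for pairs of libraries were TMM scaling, scaling by total counts, no filter on low counts, a fold threshold of 2, the fold alone, and an assumed BCV of 0.2 or 0.4. For the edgeR tests they were TMM, no filter, DESeq2, an added fold of 1.5, no replicate block, leaving out each pair in turn, and other sets of pairs. A correction for a trend with mRNA length and the use of the last exon alone were added after the data were seen. The steps were tested on simulated counts for the 14703 genes. In the pair of proestrus females 100 of 100 genes changed 4-fold and 96 of 100 genes lowered to 0.5 were called, and in the pair of males 100 and 92, with 0 false calls in either. At a simulated BCV of 0.2 and over 14649 genes, the stress test over 5 pairs called 100 and 96 with 3 false calls. The test in BDNF+/+ females called 100 and 35 with 7, and the test of the difference between the sexes 34 and 1 with 0. For the stress test over 5 pairs, each changed gene was simulated with the same effect in every pair. In the real data, r between the stress fold changes of BDNF+/+ and BDNF Met/+ males was −0.678. These recoveries therefore do not show what that test can detect in the real pairs.

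The repertoire of genes bound by the glucocorticoid receptor, the unbound fraction and the behavioural data were not analysed here. Results for some single genes are not reported.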

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

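The tests of non-neuronal markers in males, of nuclear-retained RNA, of the length trend and of the last exon, and the counts of other splits of the libraries except the one for the sexes' difference in stress response, were chosen only after some results had been seen.

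Stress altered 1726 genes in opposite directions in proestrus BDNF+/+ females and males and edgeR called 7435 genes for a different stress effect in the sexes over the 6 BDNF+/+ libraries, but 0 over all 5 pairs. The 5′ to 3′ ratio moved with the genes, by 1.05 log2 in females and −0.88 in males, which is what a difference in RNA integrity between libraries would give, and this explanation stays open although the paper states RNA integrity numbers over 8 for the samples sequenced. A loss of 5′ reads was not the whole cause, since r between the sexes was −0.60 on the last exon alone, and neither was a trend with mRNA length, since rho of fold with length was 0.187 in females and −0.241 in males and 96.3% of shared genes stayed opposite after its removal, although the glutamate receptor median minus the ribosomal protein median went from 1.69 to 1.08 in females and from −1.23 to −0.75 in males. A plain change in the share of non-neuronal RNA would move all such markers alike. Yet endothelial markers lay 1.67 log2 above microglial ones in females (interval 0.61 to 2.13, or 0.04 to 2.21 adjusted for the choice among pairs of lists). The oligodendrocyte minus microglial median was −1.19 in males (adjusted −1.81 to −0.16). Unequal changes in the share of single cell types were not tested and stay open. In females the astrocyte, oligodendrocyte and microglial medians all fell (−0.78, −0.79 and −1.45), and the endothelial one was 0.22. In males the astrocyte, microglial and endothelial medians rose (0.53, 0.99 and 0.62), and the oligodendrocyte one was −0.20. The unstressed proestrus library alone was not the cause, as both female pairs had an r of 0.88. A different yield of membrane-bound polysomes (1.34 log2 for membrane over cytosolic non-neuronal mRNAs in females, 0.66 to 1.90, and −0.32 in males) or of nuclear RNA (0.25 in males, −0.14 to 0.89, and −1.46 in females) may contribute and cannot be told apart from a response that differs by sex.

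Of the genes altered by stress in BDNF+/+ mice, 87.8% in females and 43.4% in males were also altered in unstressed BDNF Met/+ mice, most in the same direction, and both comparisons use one control library. Chance values of that library are not the cause in females, where r was 0.891 with a separate control. The covariance exceeded the simulated one by 1.06, 0.977 and 0.703 in females and by 0.206 and 0.122 in males at a BCV of 0 and 0.2, but lay below it at 0.4, by −0.150. The ratio of 5′ to 3′ reads differed the same way in both comparisons of a sex, so RNA integrity and a shared effect of stress and genotype both stay open.

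The stressed BDNF Met/+ female library held 4556 reads of *Gh* (growth hormone) and 4389 of *Prl* (prolactin), where the other libraries held 0 to 46 and 0 to 18. RNA of pituitary tissue in that pool may be the source. Over the 3 other pituitary genes with enough reads to be tested, *Pomc* among them at 51 reads against 9 to 64 elsewhere, the median was 0.75 log2 higher than in unstressed BDNF Met/+ females (0.56 to 2.00). *Cga* had 9 reads against 0 to 1 elsewhere and *Pou1f1* had 3 against 0 in every other library, too few to be tested. Expression in CA3 neurons of these mice stays open and was not tested.

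The Met allele altered 976 genes in opposite directions in unstressed females and males, a difference that was not tested gene by gene in those libraries. Stress altered 1923 genes in opposite directions in BDNF+/+ and BDNF Met/+ males, also without a test of each gene. The unstressed BDNF+/+ proestrus female library held 1856 reads of *Hba-a1*, at a CPM of 88.3, against a CPM of 88.5 in unstressed metoestrus/dioestrus females and 2.20 to 55.6 in the other libraries.

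Over other splits of the same libraries, the real grouping called 0 genes for stress (40 of 40 splits called as many, highest other 201), for the Met allele (32 of 32, highest other 3663), for its difference between the sexes (31 of 31, highest other 1505) and for sex (32 of 32, highest other 5131). Any split calls at least 0 genes, so these shares say nothing about chance. The highest counts point to a structure of the libraries, whose source was not tested. For the difference between the sexes in the stress effect, the real grouping called 7435 genes, and 3 of 9 splits called as many. The highest other split set both proestrus female libraries and the unstressed male library apart, and called 7435. With the pairs and stress in the fit, that split is the same test recoded, not a different grouping. Of the 3 splits that kept the pairs, the highest other than the real grouping called 0. The splits are too few for a share under 0.05.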

How the results depend on the processing

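The length correction, which left 1605 genes altered in both sexes, and the last exon were chosen only after the result was seen. Scaling by TMM kept 23 of 24 main results and total counts 16 of 16, and no filter on low counts kept 19 of 20. A count was taken as kept if it stayed within 1.5 times the main one, whatever its genes and directions. Directions depended on scaling. With total counts the share of altered genes that were higher went from 53.6% to 33.9% in stressed proestrus females. In metoestrus/dioestrus it went from 53.8% to 37.3%, and with the Met allele in females from 54.4% to 30.5%. In males it went from 40.3% to 35.5% after stress and from 33.6% to 28.9% with the allele. Of 287 list medians TMM moved 3 and total counts 48, and total counts turned the proteasome subunits with the Met allele in females to −0.0686. A mean count of at least 100 turned the endothelial markers with the allele in males to −0.12. Of 1246 called values of named genes TMM kept 1226 and total counts 1126, and none reversed. Counts depended on the fold threshold and on the assumed spread. With a fold threshold of 2, altered genes numbered 3616 in stressed proestrus females, 870 in stressed males, 4549 in metoestrus/dioestrus, 4193 and 443 with the Met allele in females and males, 622 and 337 in both sexes, 3009 in both cycle stages, 135 and 123 between stressed BDNF+/+ and unstressed BDNF Met/+ libraries of females and males, and 911 and 314 in the 4 profiles, with shared percentages of 68.0% and 32.8%. With the fold alone they were 3632 in stressed males, 2501 with the allele in males, 2699 and 1894 in both sexes, 1488 and 1382 between those libraries, and 1544 in the male profiles, with 41.5% shared in males. At an assumed BCV of 0.2 they were 959, 40, 1657, 1381 and 34, then 31, 24, 806, 15 and 16, and 222 and 18 in the profiles, with 56.6% shared in females. At 0.4 they were 3, 4, 10, 12 and 2, then 1, 0, 1, 4 and 4, and 1 and 1, with 15.4% and 20% shared. The separate control gave 69.1% shared and an r of 0.891 in females, and a mean count of at least 100 gave an r of 0.956 in females and 0.776 in males. DESeq2 called 22 genes for stress, 4786 for its difference between the sexes, 3 for the allele, 2 for its difference between the sexes and 21 for sex, and all 5 pairs gave 0 for the difference in stress effect. In unstressed libraries alone 8994 genes differed in the effect of the allele, with no test. For sex, TMM called 1, no filter 2 and no replicate block 5, and leave-one-out gave 0 to 5, with 5 without the unstressed BDNF Met/+ pair or the stressed BDNF+/+ pair. Of the 6 branches of the 8-library tree 3 were shared with Euclidean distance and 2 over all genes, and of the 4 branches of the 6-library tree 4 and 3. Depth limits genes with few reads such as *Hmgb2*. For every value here that moved, the cause was not tested.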

Differences from the paper's values

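None of the tests in this part was chosen after the results were seen.

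The paper gives 44 genes as lower after stress in both sexes, and 29 were found here at the same thresholds. All 7 alternatives set before the data were examined also differ from the paper's count, with 28 for TMM, 69 for total counts, 29 with no filter on low counts, 2 at a fold of 2, 111 for the fold alone, and 0 and 0 at an assumed BCV of 0.2 and 0.4.

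The paper's values of *Fkbp5* in females, as a percentage of unstressed BDNF+/+ females, are about 66% after stress, about 72% with the Met allele and about 79% in stressed BDNF Met/+ mice in Fig. 6b, read by eye. The values here are 131%, 157% and 172%. TMM (164% with the allele and 185% in stressed BDNF Met/+ mice) and total counts (109%, 122% and 136%), both set before the data were examined, also differ from the paper's for all 3 values. In males the 3 values, 98.6%, 97.4% and 105%, are within 1.5 times the paper's.

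The paper's mean of *Gprin3* is about 310 reads in Supplementary Fig. 4, read by eye, and the mean over the 8 libraries here is 124 (SEM 35.7). No alternative applies to this mean of raw reads. The mean of *Gfap*, 3252, is within 1.5 times the paper's.

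The paper describes *Bag1* and *Fkbp5* as decreased in stressed and in BDNF Met/+ females and as unaltered in males. Here *Bag1* was lower in females, at 0.463 and 0.380, and *Fkbp5* was not lower, at 1.31 and 1.57. *Bag1* was 1.50-fold higher in stressed males and not called under TMM or total counts. The paper places *Fos* and *Arc* among genes that the Met allele leaves unaltered, and here they were 1.74-fold and 1.58-fold higher in unstressed BDNF Met/+ females, calls that scaling by total counts does not make. The paper describes stressed females as furthest from the other 3 BDNF+/+ groups on the most variable genes. Here that held with Euclidean distance and over all genes, while with Pearson distance the stressed females joined the unstressed females at 0.546.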

Other observations

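The principal component analysis, the counts of direction over the 5 pairs, the list of nuclear-retained RNAs and the correlations between groups other than stress with Met were chosen only after results had been seen. Stress in BDNF Met/+ mice moved several gene groups in another direction than in BDNF+/+ mice of the same sex. In BDNF Met/+ females 3556 genes were altered, 31.4% of them higher, against 1676 and 9.01% with a fold threshold of 2, 429 and 1.63% at an assumed BCV of 0.2, and 9 genes at 0.4. In this pair glutamate receptors were lower in 11 of 24 (median log2 −0.62) and adhesion genes in 27 of 54 (median −0.62), while nuclear-encoded respiratory chain genes were higher in 38 of 78 (median 0.59) and mitochondrial ribosomal proteins in 18 of 72 (median 0.47). *Pclo*, a scaffold of the active zone, stood at 0.0727 and *Unc13a*, a priming factor of vesicles, at 0.161. Chromatin regulators were lower in 19 of 38 (median −0.95) and interneuron markers in 12 of 16 (median −0.91), with *Gad1* at 0.183 and *Reln* at 0.0551. Microglial markers were lower in 14 of 15 (median −2.51), oligodendrocyte markers in 17 of 18 (median −1.69), and the 5′ to 3′ ratio differed by 0.13 log2 (0.11 to 0.14). Fold changes in this pair fell with mRNA length (Spearman's rho −0.461), and with the length correction 2801 genes were altered and the glutamate receptor median minus the ribosomal protein median went from −0.98 to −0.20.

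In BDNF Met/+ males the fold changes after stress resembled those of BDNF+/+ females. Across genes, which are not independent replicates, r with the stress fold changes was 0.723 for proestrus and 0.692 for metoestrus/dioestrus BDNF+/+ females, and −0.678 for BDNF+/+ males. Of 3872 genes altered by stress in BDNF+/+ females and in BDNF Met/+ males, 3781 had the same direction, and 1951 genes were shared with a fold threshold of 2, 405 at an assumed BCV of 0.2 and 1 at 0.4. Potassium and sodium channels were higher in 33 of 36 (median 1.73), and N-glycosylation genes in 45 of 50 (median 1.57), with *Calr* at 7.13-fold. The 5′ to 3′ ratio was higher by 1.01 log2 after stress in BDNF Met/+ males and by 1.05 in BDNF+/+ females, and microglial markers had medians of −1.36 and −1.45. Within females the BDNF+/+ and BDNF Met/+ stress fold changes had an r of −0.104, and between BDNF Met/+ females and males of −0.159.

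The main axis of a principal component analysis over 11124 genes took 60.6% of the variance. Its loadings were −0.23 for unstressed BDNF+/+ proestrus females, −0.30 for unstressed metoestrus/dioestrus females, −0.45 for stressed BDNF+/+ males, −0.35 for unstressed BDNF Met/+ males and −0.19 for unstressed BDNF+/+ males, and 0.24 to 0.39 for the other 5 libraries. The 4 most negative loadings were those of the libraries with the 4 lowest 5′ to 3′ ratios, −3.00 to −1.94 log2, while the ratio was −1.15 in unstressed BDNF+/+ males and −1.19 to −0.76 in the other 5. Over the 5 pairs, 272 of 11216 genes were higher in each stressed library (2.43%) and 177 lower in each (1.58%), where chance gives 3.125% each way. Nuclear-retained RNAs were lower in 10 of 15 in stressed BDNF+/+ proestrus females, 11 in unstressed BDNF Met/+ females and 10 in stressed BDNF Met/+ males. They were higher in 5 in stressed BDNF+/+ males, with 1 lower, and in 4 in unstressed BDNF Met/+ males. In stressed metoestrus/dioestrus females 12 were lower. In stressed BDNF Met/+ females 8 were lower, although the 5′ to 3′ ratio differed by only 0.13 log2 in that pair. No gene passed for sex over the 4 pairs in edgeR, with 1642 at an unadjusted p under 0.05, 21 called by DESeq2 and *Xist* at an adjusted p of 0.0561. Leaving out a pair moved the 1642 to between 224 and 4162. *Ddx3y*, on the Y chromosome, differed by −13.1 log2 in this edgeR test at an adjusted p of 0.371. The fit thus missed a gene that differs by sex. A lack of calls in it, or in the like fits for stress and the Met allele, does not show that nothing differed.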
